# Gut-Spleen Axis: Microbiota via Vascular and Immune Pathways Improve Busulfan-Induced Spleen Disruption

**DOI:** 10.1128/msphere.00581-22

**Published:** 2022-12-13

**Authors:** Hanhan Fang, Xiaohui Feng, Tao Xu, Ruqing Zhong, Dongxin Lu, Hongfu Zhang, Wei Shen, Yong Zhao, Liang Chen, Junjie Wang

**Keywords:** fecal microbiota transplantation (FMT), spleen, vascularization, immune, iron homeostasis

## Abstract

Fecal microbiota transplantation (FMT) is an effective means of modulating gut microbiota for the treatment of many diseases, including Clostridioides difficile infections. The gut-spleen axis has been established, and this is involved in the development and function of the spleen. However, it is not understood whether gut microbiota can be used to improve spleen function, especially in spleens disrupted by a disease or an anti-cancer treatment. In the current investigation, we established that alginate oligosaccharide (AOS)-improved gut microbiota (A10-FMT) can rescue anticancer drug busulfan-disrupted spleen vasculature and spleen function. A10-FMT improved the gene and/or protein expression of genes involved in vasculature development, increased the cell proliferation rate, enhanced the endothelial progenitor cell capability, and elevated the expression of the cell junction molecules to increase the vascularization of the spleen. This investigation found for the first time that the reestablishment of spleen vascularization restored spleen function by improving spleen immune cells and iron metabolism. These findings may be used as a strategy to minimize the side effects of anti-cancer drugs or to improve spleen vasculature-related diseases.

**IMPORTANCE** Alginate oligosaccharide (AOS)-improved gut microbiota (A10-FMT) can rescue busulfan disrupted spleen vasculature. A10-FMT improved the cell proliferation rate, endothelial progenitor cell capability, and cell junction molecules to increase vasculature formation in the spleen. This reestablishment restored spleen function by improving spleen immune cells and iron metabolism. These findings are useful for the treatment of spleen vasculature-related diseases.

## INTRODUCTION

The spleen is an important lymphoid organ that removes aging erythrocytes, recycles iron, elicits immunity, and supplies erythrocytes after a hemorrhagic shock (1, 2). For many reasons, the global incidence of human malignancies continues to rise (3, 4), and this has resulted in an increased use of anti-cancer drugs (5, 6). Busulfan is an anti-cancer alkylating agent that has been widely used in the treatment of lymphoma and chronic leukemia, and it has also been used to improve outcomes after allogeneic hemopoietic cell transplantation or as a conditioning regimen before hematopoietic stem cell transplantation (5–7). Busulfan is one of the few anti-cancer drugs that is used in children who are 3 years old or younger (6–8). It gives excellent results, but it also produces several side effects (5, 7), one of which is toxicity to the spleen (9). Busulfan can cause spleen lesions and a decrease in the number of hematopoietic cells (9). Despite busulfan being such an important anti-cancer drug, especially for children, it does have side effects on the spleen and other organs. Therefore, it is critical to employ good drug management to minimize any negative impacts.

The gut microbiota is reported to influence many aspects of our health because it provides nutrients and vitamins, prevents pathogen colonization, and maintains homeostasis of the epithelial mucosa and immune system (10). Gut microbes have been implicated in cancer therapy, modulated chemotherapy efficacy, and the toxicity of several chemotherapy agents (2, 3, 10). Moreover, we found that the anticancer drug busulfan disturbs the gut microbiota to diminish spermatogenesis (11, 12). Gut mucosal bacteria play a vital role in the development and maturation of the spleen (13–17). The gut microbiota-spleen axis plays important roles in modulating the systemic inflammation process (15). The restoration of gut microbiota to a health state using fecal microbiota transplantation (FMT) is a novel, key therapeutic approach that is of growing interest; this procedure is continuing to gain importance in clinical and research settings (18). Although FMT is primarily used to cure recurrent Clostridioides difficile infections (19), it has also been trialed for treating food allergies (20), increasing health and life spans (19), improving spermatogenesis and male fertility (11, 12), and preventing intestinal injury (21, 22). The effect of FMT on spleen disruption is an emerging novel area of interest, as the spleen is an important organ in the defense of human health.

Alginate oligosaccharides (AOS), linear polymers composed of β-d-mannuronate (M) and α-l-guluronate (G) (23), have attracted considerable pharmaceutical attention because they possess anti-inflammatory (24), anti-apoptosis (25), antiproliferation (26), and antioxidant activities (27–29) as well as anti-cancer effects (30). AOS inhibits the neuroinflammation induced by lipopolysaccharide/β-amyloid (Aβ) via the reduction of nitric oxide, prostaglandin E2, proinflammatory cytokines, and nuclear factor (NF)-κB production (31). Moreover, AOS can decrease chemotherapeutic agent doxorubicin-caused acute cardiotoxicity by inhibiting oxidative stress and endoplasmic reticulum stress-mediated apoptosis (30, 32). Recently, we found that AOS increase intestinal beneficial microbes to improve blood metabolites and ameliorate spermatogenesis and male fertility in busulfan-treated animals (33). Moreover, the FMT of AOS-improved gut microbiota (AOS dose animal intestinal content) increases the beneficial microbes in the receipt animals and improves the blood and testis metabolites to ameliorate spermatogenesis and to elevate male fertility in busulfan-treated, high-fat diet-fed, type 1 and type 2 diabetic animals (11, 12, 34–36). In a preliminary study, we found that the FMT of AOS-improved microbiota can improve busulfan-induced spleen disruption. This study was designed to explore the beneficial effects of AOS-improved gut microbiota on busulfan-impaired spleen functions. This is a parallel study that is published early (11), wherein the FMT of AOS-benefited microbiota improved spermatogenesis.

## RESULTS

### A10-FMT improved busulfan-disrupted spleen cells.

To determine the beneficial advantages of FMT on the busulfan-disrupted spleen, mice were first treated with busulfan and then subjected to FMT administration. There were four treatment groups: the control group (Con-sa, mice dosed with saline), B-sa (busulfan treatment plus dosing with saline), B+Con-FMT (busulfan treatment plus dosing with FMT from control mice), and B+A10-FMT (busulfan treatment plus dosing with FMT from alginate oligosaccharides, 10 mg/kg dosed mice) (Fig. 1A). Compared to the control, busulfan administration damaged spleen cells by causing swelling of the endoplasmic reticulum (ER) and mitochondria; furthermore, this led to a gap between the nuclei and the cytoplasm (indicated by a red arrow in Fig. 1B). FMT from the control mice (Con-FMT) partially rescued busulfan-caused ER and mitochondrial disruption; however, it was unable to reduce the gap between the nuclei and the cytoplasm (Fig. 1B). FMT from the AOS-dosed mice (A10-FMT) significantly rescued spleen cells, almost totally restoring the ER and mitochondrial swelling, and removed the gap between the nuclei and the cytoplasm (Fig. 1B).

**FIG 1:**
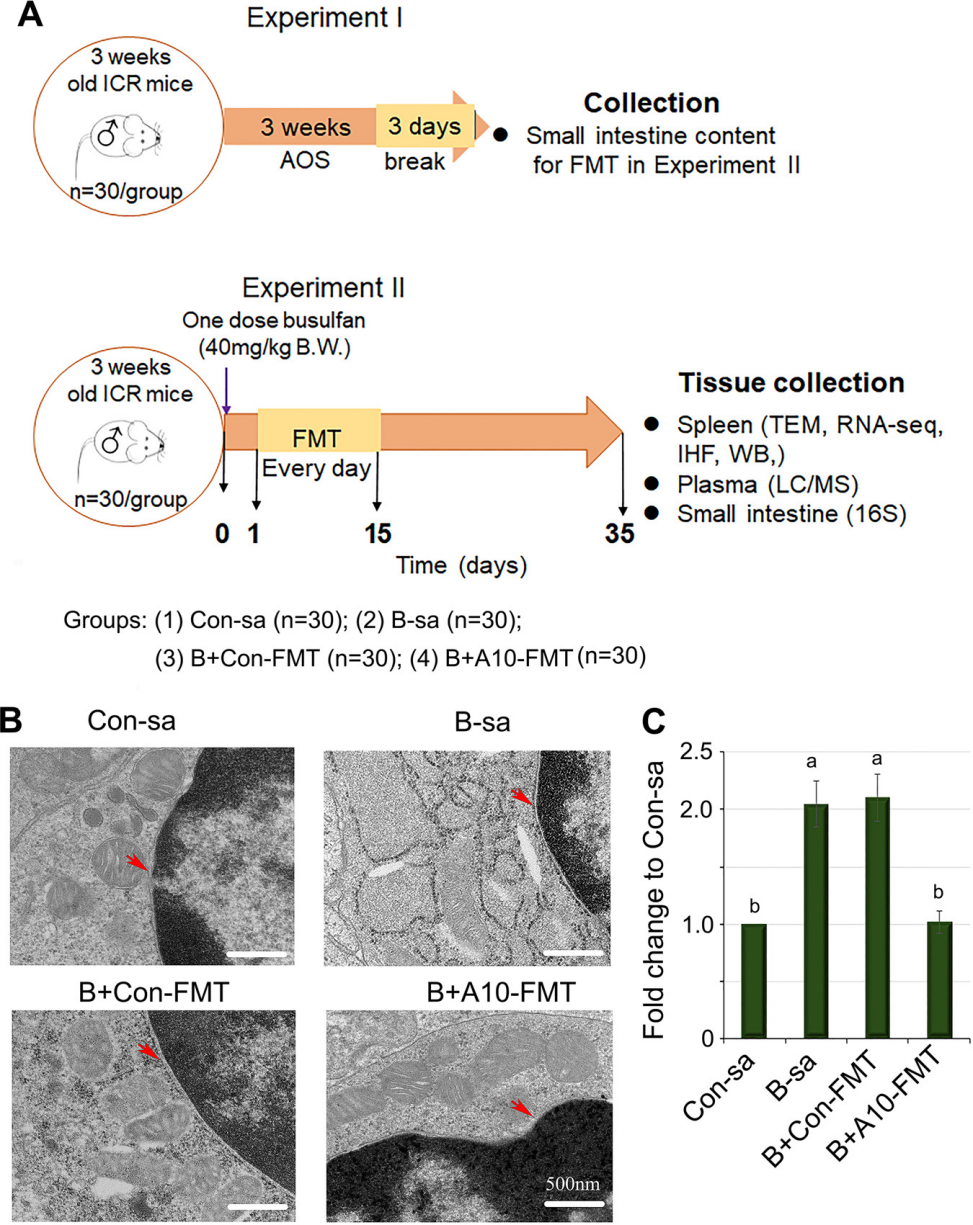
Busulfan disrupted mouse spleen. (A) Study design. (B) TEM analysis showing the A10-FMT rescued spleen cellular disruption caused by busulfan. The red arrows indicate the gap between the nuclei and the cytoplasm. (C) The quantitative data for the gap between the nuclei and the cytoplasm (red arrow indication in panel B). The *y* axis was the fold change to the Con-sa group. The *x* axis represents the treatments. Note: the a and b notation indicate statistically significant differences between groups with *P* < 0.05 and *n* = 4.

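Spleen RNA was sequenced from 12 male mice of the outbred ICR stock, 3 in each of the 4 groups. The mice of the B-sa, B+Con-FMT and B+A10-FMT groups had received busulfan, an alkylating drug, at 40 mg/kg, and FMT lasted 2 weeks. The paper describes the gut contents of each donor group as pooled. All p-values that involve an FMT group therefore measure the spread between recipient mice and not between donors. RNA was extracted with TRIzol, treated with DNase and enriched with oligo(dT), which favors polyadenylated transcripts. The paper gives an Illumina HiSeq as the sequencer, whereas the deposited sample records give BGISEQ library protocols. The authors mapped the reads to reference genes with SOAPaligner and deposited RPKM for 60654 RefSeq transcripts in each mouse, without the counts behind them. The files give no depth. From the steps between the lowest RPKM values, which the number of mapped reads sets, the depth was estimated at 14800000 to 15700000 reads per mouse. Its median was 15200000 in Con-sa, 15600000 in B-sa, 15200000 in B+Con-FMT and 15500000 in B+A10-FMT. Globin transcripts, which come from red cells and their precursors, made up between 23.3% and 32.4% of the summed RPKM of a mouse. The RPKM of the transcripts of each gene were summed, which gave 18221 genes, and the 12671 genes with an RPKM of at least 1 in at least 3 mice were tested. Differences were estimated on log2(RPKM + 1) with limma (trended and robust), with all 12 mice in 1 fit and group as the only factor, and p-values were adjusted by the Benjamini-Hochberg method. A gene is called higher or lower at an adjusted p under 0.05. Gene positions are those of GENCODE M21 on GRCm38, and the paper's text does not name the build of its reference genes.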

To identify potential A10-FMT rescued genes, we compared the global gene expression profiles of the spleen tissue after the treatments. 

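Distances between the 12 spleen profiles, computed over the genes tested, were larger between groups than within them. The groups accounted for 53.7% of the sum of squares (pseudo-F = 3.09). None of the other divisions of the 12 mice into 4 groups of 3 gave a pseudo-F as large (1 of 15400 partitions, exact one-sided permutation test, p = 6.5e-05, the smallest p this design can give). Of the alternatives tried, removing the mean of each replicate number moved the value most, to 3.91, and leaving out 1 mouse at a time gave values from 2.61 to 3.47. The nearest profile belonged to a mouse of the same group for 11 of the 12 mice, the exception being a B+A10-FMT mouse. The separation was small beside what the profiles share, since Pearson's r across genes was 0.9852 to 0.9945 between 2 mice of the same group. Between mice of different groups it was 0.9761 to 0.9925, and genes are not independent replicates. The first principal component held 27.7% of the variance, of which 47.7% came from 29 genes of the acinar cells of the pancreas, a tissue that lies against the spleen. The second component held 21.7%, with the beta-globin gene Hbb-bs as its largest contributor, and the third held 16.8%, with Kap, a gene of the kidney, as its largest contributor. Without the 29 acinar genes, pseudo-F was 3.15. The separation was not computed without the globin or kidney genes. Hbb-bs was near 0 in all B-sa mice and in a B+Con-FMT mouse, which cannot be told apart from an inherited haplotype. An inherited difference that follows the groups is therefore not excluded as a part of the separation.

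**Figure D1:**
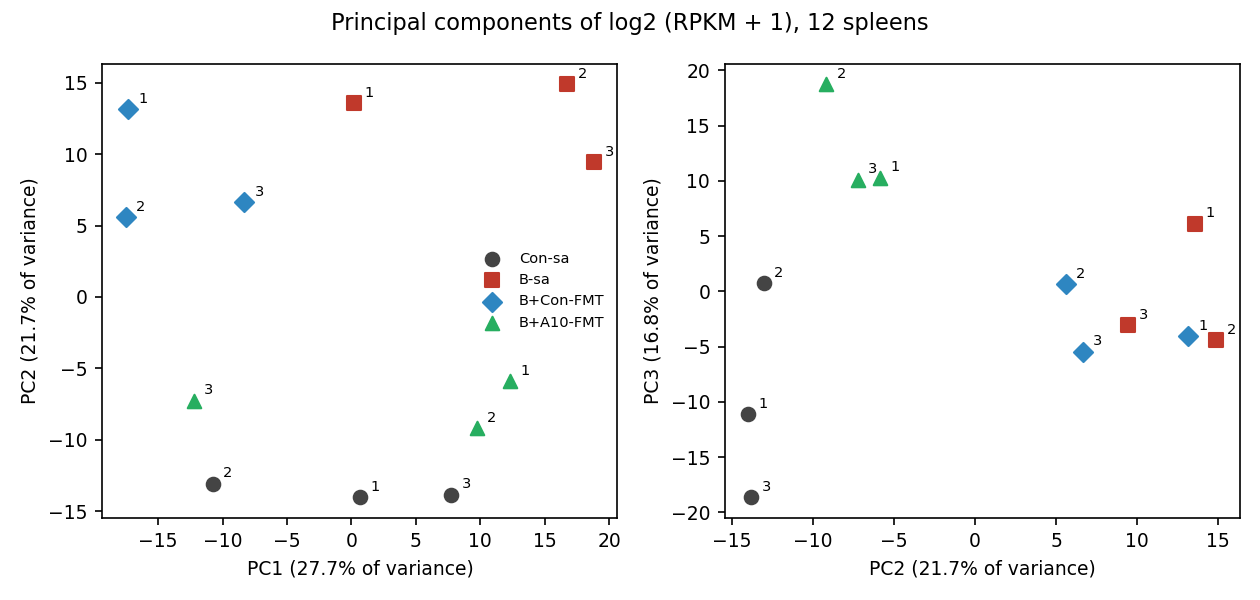
Principal components of log2(RPKM + 1) in the 12 spleens, with 1 point per mouse and the percentage of the variance on each axis. On the second component the Con-sa mice lie between -14.0 and -13.1 and the B+A10-FMT mice between -9.19 and -5.88, and the B+Con-FMT and B-sa mice lie at 5.58 or above. The largest contributor to this component is Hbb-bs, whose values cannot be told apart from an inherited haplotype.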

The gene expression profiles for these four treatments were different and were easily separated (Fig. S1A–E). 

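In B-sa compared with Con-sa spleens, 1838 genes were called by limma, 599 higher and 1239 lower. B+Con-FMT differed from B-sa in 107 genes (79 higher and 28 lower), and B+A10-FMT differed from B-sa in 668 genes (507 higher and 161 lower). Between the 2 FMT groups, 960 genes were higher and 352 lower in B+A10-FMT than in B+Con-FMT. B+A10-FMT and Con-sa differed in 52 genes, 15 of them higher in B+A10-FMT. Most of these differences were small, with a median absolute log2 fold change of the called genes from 0.30 in B-sa versus Con-sa to 0.62 in B+A10-FMT versus Con-sa. With the cutoffs of the paper, an FDR of at most 0.001 and an absolute log2 ratio of at least 1, put on limma's adjusted p in place of the MARS test, a single gene passed, Fggy (gene identifier 75578), which was lower in B-sa than in Con-sa and higher in B+A10-FMT than in B-sa. In the 3 other comparisons 0 genes passed, and 2329, 3663 and 1710 genes had an unadjusted p under 0.05 (B+Con-FMT versus B-sa, B+A10-FMT versus B+Con-FMT and B+A10-FMT versus Con-sa). Fggy was also higher in B+Con-FMT than in B-sa, with a log2 fold change of 1.155. Its adjusted p there was 0.00062 to 0.0099 across 13 other settings of limma's test, so that its rise was not particular to A10-FMT. The RPKM of the 3 mice of 1 group all lay above those of the other for 4302 genes (34.0%) in B-sa versus Con-sa, 2464 (19.4%) in B+Con-FMT versus B-sa and 3425 (27.0%) in B+A10-FMT versus B-sa, where chance gives 10% for 3 mice against 3. The replicate numbers in the sample titles belong to different mice. Deviations from the group means were correlated between same-numbered mice at r = -0.17 to 0.071 across the 5 comparisons, and between mice with different numbers at -0.035 to 0.091. With the replicate number as a block, 1462, 85, 417, 917 and 41 genes were called in the 5 comparisons, in the order given, and none passed the threshold of the paper. Testing each transcript on its own lowered the counts to 164, 6, 16, 153 and 2. Leaving out 1 mouse at a time gave 510 to 2100, 19 to 468, 106 to 833, 222 to 1159 and 1 to 49. The balance of higher and lower genes depended on the scaling. Median-of-ratios scaling brings the median change of all genes close to 0 (-0.002 in B-sa versus Con-sa), so that a more even balance under it is partly built in. With median-of-ratios scaling, 950 genes were higher and 796 lower in B-sa versus Con-sa, 280 higher and 353 lower in B+A10-FMT versus B-sa, and 567 higher and 690 lower in B+A10-FMT versus B+Con-FMT. With the totals made equal outside the globin genes, 67 were higher and 113 lower in B+Con-FMT versus B-sa, and 2100 higher and 239 lower in B+A10-FMT versus B+Con-FMT.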

A functional enrichment analysis of the differentially expressed genes revealed multiple interesting phenomena (Fig. 2A). Compared to the control group, busulfan decreased many genes that were enriched in the pathways of “Vasculature development”, “Homeostasis of number of cells”, “Cell-matrix adhesion”, “Regulation of defense response”, and “Myeloid leukocyte activation”, whereas these genes were increased by B+A10-FMT versus B-sa but not by B+Con-FMT versus B-sa (Fig. 2A). 

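For each of these 5 pathways a panel of genes was put together by hand in advance, and the GO terms themselves were not analysed here. The panels were tested against all other genes with limma's camera test, with the correlation between genes set at 0.01 and Benjamini-Hochberg adjustment over the 20 tests of 5 panels in 4 comparisons. Of the 54 genes of the vasculature panel, 41 were lower in B-sa than in Con-sa, with a median log2 fold change of -0.22 (adjusted p = 0.000454). In B+Con-FMT versus B-sa 27 were higher and 27 lower (median -0.001, adjusted p = 0.83), whereas 45 were higher in B+A10-FMT than in B-sa (median 0.24, adjusted p = 1.45e-06). The 2 FMT groups also differed from each other directly, with 47 genes higher in B+A10-FMT than in B+Con-FMT (median 0.23, adjusted p = 1.45e-06). As the donor material was pooled within each group, this p covers the recipients. It cannot tell an effect of AOS in the donors from another difference between the pools. Of the single genes of this panel, 19 were called lower in B-sa versus Con-sa, 16 higher in B+A10-FMT versus B-sa and 22 higher in B+A10-FMT versus B+Con-FMT. With adjustment over the panel alone, the numbers were 27, 29 and 30, and 1 gene was called in the opposite direction in the first and last of these comparisons. With the replicate number as a block, the adjusted p of the panel in the 4 comparisons was 0.00053, 0.88, 2.2e-06 and 2.2e-06 (mean r of same-numbered mice -0.081). The result depended on the correlation between genes and on the choice of genes. When the correlation was estimated from the data, the adjusted p of the vasculature panel was 0.76 for B-sa versus Con-sa and 0.49 for each of the 2 comparisons of B+A10-FMT, and no panel was under 0.05 in any comparison. With the Reactome set Signaling by VEGF in place of the panel, the medians were -0.073, 0.080 and 0.054 in these 3 comparisons (adjusted p = 0.309, 0.0533 and 0.337). With the set Cell surface interactions at the vascular wall they were -0.047, 0.11 and 0.15 (adjusted p = 0.926, 0.0533 and 0.0126). The length and GC content of genes were related to the fold changes, and against genes of the same length, GC content and level the vasculature panel differed by -0.14, -0.012, 0.17 and 0.17 in the 4 comparisons. Other cell types moved too. All 16 B cell genes tested were lower in B-sa than in Con-sa (median -0.313), and 13 were higher in B+A10-FMT than in B-sa (median 0.109). Whether a shift of lymphocytes moved the vasculature panel was not tested.
The 4 other panels did not all move in this way. The 37 genes of the homeostasis panel had medians of -0.074 in B-sa versus Con-sa, -0.019 in B+Con-FMT versus B-sa, 0.078 in B+A10-FMT versus B-sa and 0.055 in B+A10-FMT versus B+Con-FMT, with adjusted p from 0.232 to 0.904 (0.20 to 0.91 with the block). For the 44 genes of the cell-matrix adhesion panel the median was -0.025 in B-sa versus Con-sa (adjusted p = 0.83, block 0.85), and it turned to 0.015 under median-of-ratios scaling. It was -0.049 in B+Con-FMT versus B-sa (adjusted p = 0.106, block 0.097) and 0.11 in B+A10-FMT versus B-sa (adjusted p = 0.0591, block 0.09), and 35 of the genes were higher in B+A10-FMT than in B+Con-FMT (median 0.14, adjusted p = 0.00691, block 0.0066). The 41 genes of the defense response panel had a median of -0.097 in B-sa versus Con-sa (adjusted p = 0.313, block 0.37) and of 0.020 in B+Con-FMT versus B-sa (adjusted p = 0.564, block 0.57), which turned to -0.031 with equal totals outside the globin genes. In B+A10-FMT versus B-sa 31 of them were higher (median 0.18, adjusted p = 0.0219, block 0.013), and the difference between the 2 FMT groups had a median of 0.18 (adjusted p = 0.132, block 0.099). The 42 genes of the myeloid panel were not lower after busulfan, with 25 higher in B-sa than in Con-sa (median 0.027, adjusted p = 0.012, block 0.0044). In B+Con-FMT versus B-sa 32 of them were lower (median -0.13, adjusted p = 0.00717, block 0.0024). B+A10-FMT versus B-sa gave a median of 0.11 (adjusted p = 0.671, block 0.85), and 36 were higher in B+A10-FMT than in B+Con-FMT (median 0.20, adjusted p = 0.00717, block 0.0044). A Reactome set used in place of this panel, Cytokine Signaling in Immune system, had a median of -0.11 in B-sa versus Con-sa (adjusted p = 0.043) and of 0.11 in B+A10-FMT versus B-sa (adjusted p = 0.014).

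**Figure D2:**
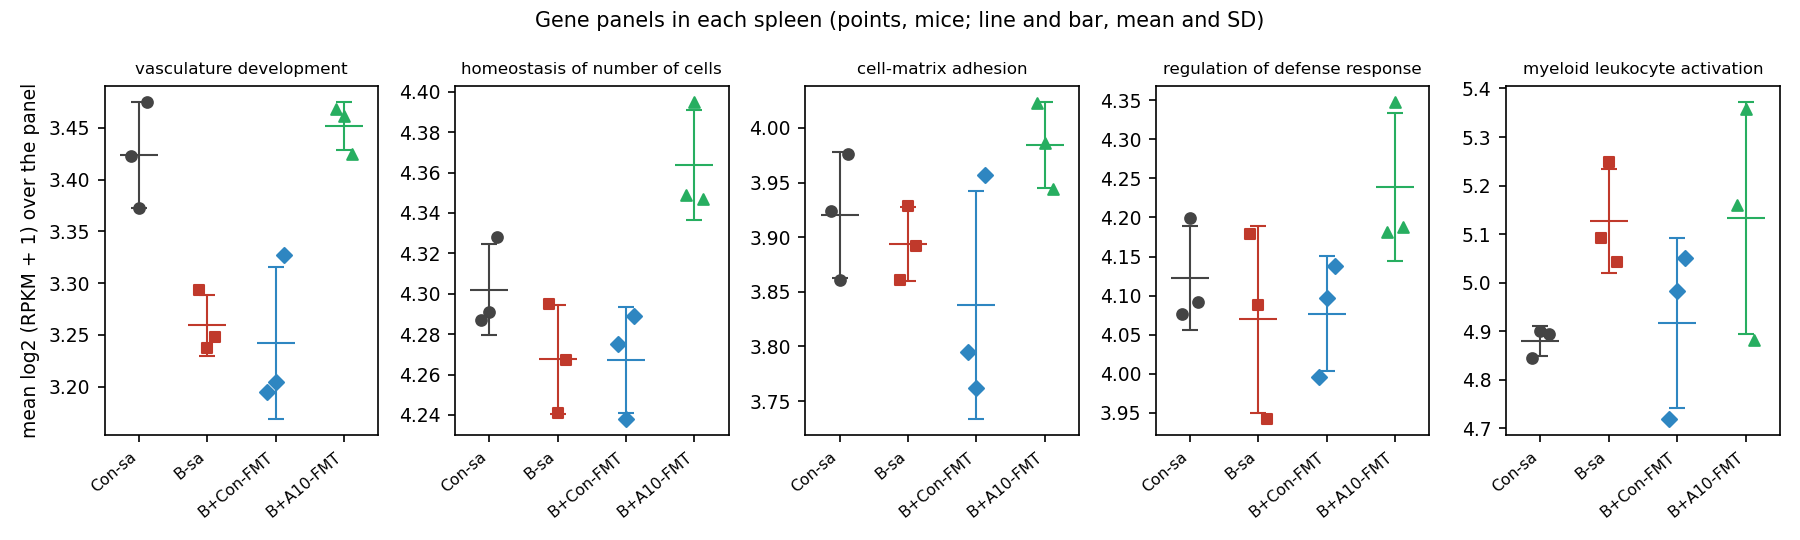
Mean log2(RPKM + 1) of the genes of each of the 5 panels in each mouse (points) with the mean (line) and SD (bar) of each group (n = 3). The vasculature panel averages 3.42 in Con-sa, 3.26 in B-sa, 3.24 in B+Con-FMT and 3.45 in B+A10-FMT.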

The data indicated that busulfan disturbed the vascularization and immune response of the spleen, which could be rescued by A10-FMT. 

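To follow the genes that were lower in B-sa than in Con-sa as 1 set, their fold changes were read from the other comparisons of the same limma fit. In B+A10-FMT versus B-sa, 1205 of these 1239 genes (97.3%) were higher, with a median log2 fold change of 0.19, and 308 were called higher. In B+Con-FMT versus B-sa, 975 (78.7%) were also higher, with a median of 0.080, and 33 were called higher. Because the B-sa mice were used to choose the genes, part of a rise from B-sa is built in. The group means of B+A10-FMT and B+Con-FMT had no part in choosing them, although all 12 mice shared 1 estimate of the spread. Between these 2 groups 974 genes (78.6%) were higher in B+A10-FMT, with a median of 0.11 against 0.046 for all genes, and 243 were called higher and 15 lower. Compared with Con-sa, 1043 were lower in B+A10-FMT, with a median of -0.097, and part of this is built in too, because the Con-sa mice also chose the genes. The mean over the set, as log2(RPKM + 1), was 4.07 ± 0.004 in Con-sa, 3.71 ± 0.053 in B-sa, 3.81 ± 0.011 in B+Con-FMT and 3.94 ± 0.028 in B+A10-FMT (SD, n = 3). All 3 B+A10-FMT mice lay above all 3 B+Con-FMT mice (difference 0.13, exact two-sided permutation test, p = 0.1, the smallest p that 3 mice against 3 can give). When the genes were chosen with 1 B-sa mouse held out and then read in that mouse, the B+A10-FMT mean was higher than the held-out mouse by 0.10, 0.28 and 0.15, and the B+Con-FMT mean by 0.011, 0.14 and 0.020. The replicate number as a block gave medians of 0.20, 0.086 and 0.11 for these 3 comparisons, where r of same-numbered mice was -0.17 in B+A10-FMT versus B-sa. Equal totals outside the globin genes brought the median of the last comparison to 0.17, the 1 decreased gene past the paper's threshold had 0.28, and removing the trend along gene length and GC content brought it to 0.084. The set was longer than other genes, with a median transcript length of 4044 against 2739 bases. From the pathways that fell after busulfan and rose with A10-FMT, the paper reads its data as pointing to a disturbance of the vascularization and the immune response of the spleen by busulfan, and it proposes that A10-FMT can rescue them.

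**Figure D3:**
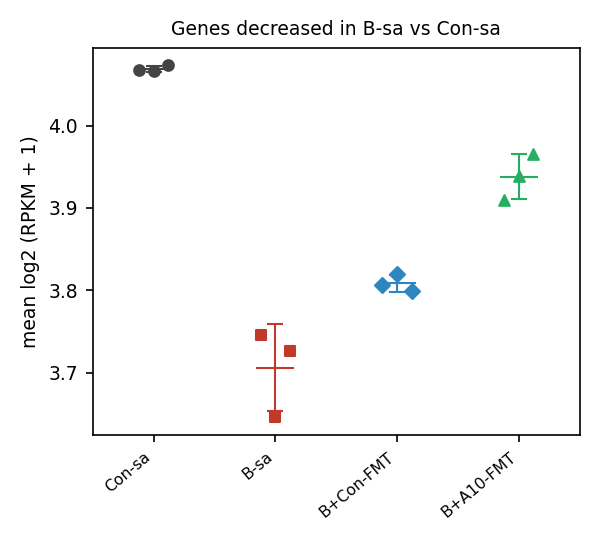
Mean log2(RPKM + 1) of the genes called lower in B-sa than in Con-sa, in each mouse (points) with the mean (line) and SD (bar) of each group (n = 3). The difference between Con-sa and B-sa is the basis on which the genes were chosen, and the B+A10-FMT mice average 0.13 above the B+Con-FMT mice.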

At the same time, busulfan induced cell apoptosis by increasing the level of the protein p53 and decreased the cell proliferation rate by reducing the number of ki67 positive cells, and all of these phenomena were restored by A10-FMT (Fig. 2B–D).

**FIG 2:**
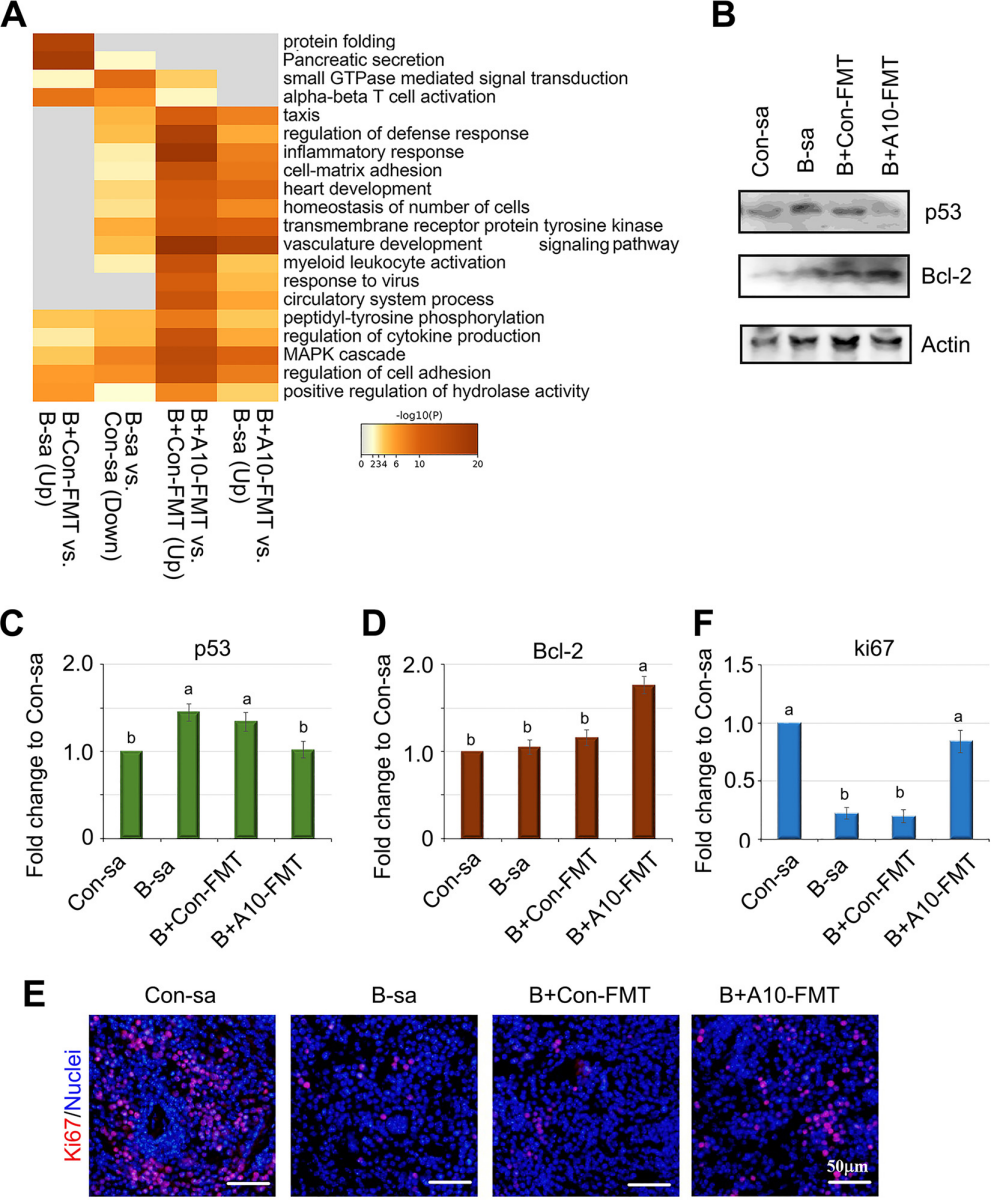
Busulfan disturbed the gene expression and cell survival in mouse spleens. (A) Enrichment analysis of RNA-seq data showing a comparison of differentially expressed gene functions. “Up”, gene expression increased; “Down”, gene expression decreased (*n* = 3 per group). (B) WB analysis showing cell apoptosis-related protein changes (*n* = 3 per group). (C) Quantitative data for p53. (D) Quantitative data for Bcl-2. (E) IHF staining for Ki67 showed the spleen cell proliferation status (*n* = 4 per group). (F) Quantitative data for Ki67. For panels C, D, and F, the *y* axis was the fold change of the Con-sa group. The *x* axis represents the treatments. Note: the a and b notation indicate statistically significant differences between groups with *P* < 0.05.

10.1128/msphere.00581-22.1 FIG S1 RNA-seq data summary for the mouse spleens. (A) The PCA analysis used in the RNA-seq analysis. (B) The KEGG enrichment analysis for the genes decreased in the comparison of B-sa versus Con-sa. (C) The KEGG enrichment analysis for the genes increased in the comparison of B+A10-FMT versus B-sa. (D) The KEGG enrichment analysis for the genes increased in the comparison of B+Con-FMT versus B-sa. (E) The KEGG enrichment analysis for the genes increased in the comparison of B+A10-FMT versus B+Con-FMT. Download FIG S1, TIF file, 2.9 MB. Copyright © 2022 Fang et al. 2022 Fang et al. https://creativecommons.org/licenses/by/4.0/ This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

### A10-FMT restored busulfan-disturbed spleen vascularization.

The CD31 (platelet and endothelial cell adhesion molecule 1, PECAM-1) blood vessel marker is expressed on vascular endothelial cells in both the white pulp (WP) and the red pulp (RP) of the spleen (37, 38). Busulfan decreased the number of CD31 positive cells in spleen tissues, and this number was restored by B+A10-FMT but not by B+Con-FMT (Fig. 3A and B). Endothelial progenitor cells (EPC) are a type of bone marrow (BM)-derived progenitor cell; they circulate throughout the body in the blood and have the capacity to differentiate into endothelial cells (38, 39). Vascular endothelial growth factor receptor-2 (VEGFR2; Flk-1) is an endothelial marker protein of EPC (37, 38). Busulfan increased the number of VEGFR2 positive cells, whereas A10-FMT restored the cells to control levels (Fig. 3A and B). The protein level of VEGFR2 was verified via Western blotting (WB) analysis (Fig. 3C and D). The data suggest that busulfan disrupted the spleen vasculature, which recruited more EPC to differentiate into endothelial cells. The data were confirmed by the expression of the hemoglobin scavenger receptor (CD163) protein in the spleen (Fig. 3A and B). CD163 plays major roles in the clearance and endocytosis of hemoglobin/haptoglobin complexes (40). Busulfan decreased the CD163 protein levels in the spleen, and these were recovered by B+A10-FMT (Fig. 3A and B). At the same time, the gene expression of CD163 followed the same trend as did the protein expression (Fig. 3E).

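Cd163 (gene identifier 93671) encodes a scavenger receptor of macrophages and lies on chromosome 6 of GRCm38 from 124304656 to 124330527, with 17 exons in its GENCODE M21 transcript. Its RPKM, summed over its listed transcripts, was 2.67 ± 1.09 in Con-sa, 1.66 ± 0.763 in B-sa, 1.62 ± 0.366 in B+Con-FMT and 2.46 ± 0.717 in B+A10-FMT spleens (SD, n = 3). The mean was thus lower in B-sa and B+Con-FMT than in the 2 other groups, but the mice of the groups overlapped, and at this level the change was not separated from the spread between mice. In limma's test the log2 fold change was -0.46 in B-sa versus Con-sa (standard error 0.26, adjusted p = 0.246, exact two-sided permutation test p = 0.3). It was 0.015 in B+Con-FMT versus B-sa (adjusted p = 0.985), 0.40 in B+A10-FMT versus B-sa (adjusted p = 0.363) and 0.39 in B+A10-FMT versus B+Con-FMT (adjusted p = 0.345). With the replicate number as a block the adjusted p was 0.21, 0.98, 0.32 and 0.3 in the same order, where r of same-numbered mice was -0.13 in B-sa versus Con-sa. The alternative that moved the first of these most was leaving out 1 mouse, which gave log2 fold changes from -0.71 to -0.22 and adjusted p from 0.1 to 0.57. In B+Con-FMT versus B-sa the sign depended on the mice and the scaling, with values from -0.23 to 0.20 across the fits that left out 1 mouse.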

**FIG 3:**
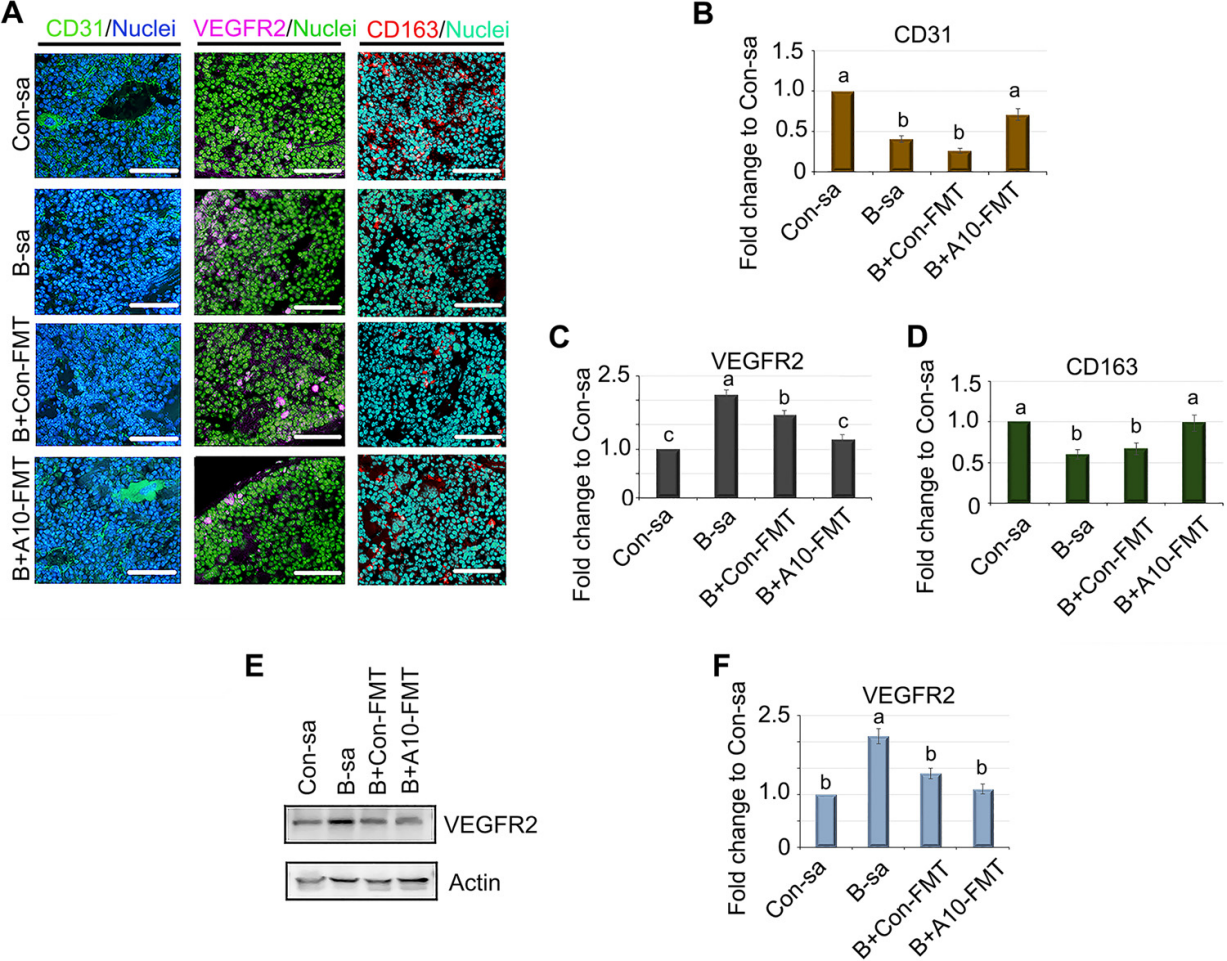
A10-FMT rescued busulfan disrupted spleen vasculature formation. (A) IHF staining for the protein levels of CD31, VEGFR2, and CD163 (*n* = 4 per group). (B) Quantitative data of IHF for CD31. (C) Quantitative data of IHF for VEGFR2. (D) Quantitative data of IHF for CD163. (E) WB analysis for VEGFR2 (*n* = 3 per group). (F) Quantitative data of WB for VEGFR2. For panels B–D and F, the *y* axis was the fold change of the Con-sa group. The *x* axis represents the treatments. Note: the a, b, and c notation indicate statistically significant differences between groups with *P* < 0.05.

Mucosal vascular addressin cell adhesion molecule 1 (MAdCAM-1) is suggested to contribute to the marginal sinus (MS) organization of developing spleen endothelial cells (37). The expression of MAdCAM-1 was reduced by busulfan; however, this was restored by B+A10-FMT (Fig. 4A and B). The data further confirmed that spleen vasculature was disrupted by busulfan and that A10-FMT was capable of restoring it.

**FIG 4:**
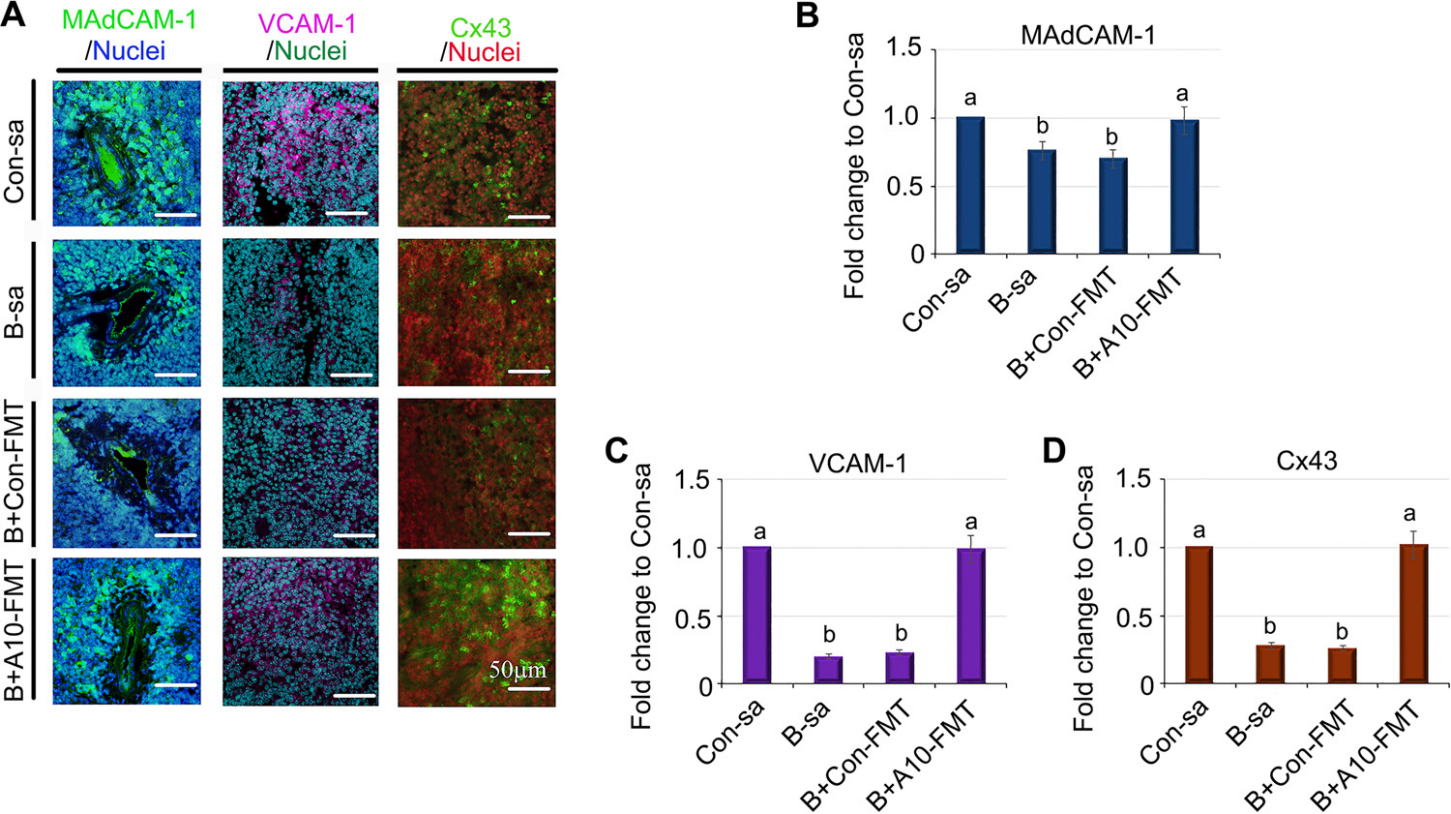
A10-FMT restored the protein levels of MAdCAM-1, VCAM-1, and Cx43, which were upset by busulfan. (A) IHF staining for the protein levels of MAdCAM-1, VCAM-1, and Cx43 (*n* = 4 per group). (B) Quantitative data of IHF for MAdCAM-1. (C) Quantitative data of IHF for VCAM-1. (D) Quantitative data of IHF for Cx43. For panels B–D, the *y* axis was the fold change of the Con-sa group. The *x* axis represents the treatments. Note: the a and b notation indicate statistically significant differences between groups with *P* < 0.05.

During mammalian embryogenesis, integrin alpha-4/beta-1 (VLA-4) is predominantly expressed in EPC (41, 42). Moreover, in mammalian cells, vascular cell adhesion molecule-1 (VCAM-1) is the major ligand for VLA-4 (43). It has been demonstrated that the VCAM-1^+^ macrophage guides the homing of EPC to a vascular niche (42). In the current investigation, busulfan decreased the number of VCAM-1 positive cells, which was increased by A10-FMT (Fig. 4A and B).

Connexins (Cxs) are structural proteins that form gap junctions (Gjs). These junctions control important immunity-regulating cellular processes. VEGF promotes the differentiation of EPCs and vascular repair through Cx43 (44, 45). It has been shown that Cx43 plays important roles in the activation of spleen cells and in immunoglobulin production (44). Furthermore, Cx43 is also involved in EPC differentiation and in vascular repair in spleen cells (45). Busulfan decreased the protein level of Cx43 (as well as the number of Cx43 positive cells), which was restored by A10-FMT but not by Con-FMT (Fig. 4A and B). Taken together, these data suggest that A10-FMT is able to promote vascularization in the spleen.

### A10-FMT recovered busulfan-upset spleen functions.

Since A10-FMT restored spleen vasculature formation, we set out to establish its beneficial advantages with respect to spleen immune function. To do this, the statuses of different types of spleen immune cells were determined (Fig. 5). T-cell protein CCL21 and its receptor CCR7 play important roles in maintaining the active migratory states of T cells (1). Busulfan decreased the protein levels of CCL21 and CCR7 in the spleen, and these were increased by A10-FMT but not by Con-FMT (Fig. 5A and B). Marginal zone (MZ) B cells have a circulating counterpart and express the memory molecule CD27 (46, 47). Busulfan decreased the number of CD27 positive cells in the spleen, and this number was restored by A10-FMT but not by Con-FMT (Fig. 5A and B). MOMA-1 is the marker of metallophilic macrophage cells and is located peripheral to the MS in the MZ. Busulfan decreased the number of MOMA-1 positive cells in the spleen, and this number was restored by A10-FMT but not by Con-FMT (Fig. 5A and B). Splenic monocytes resemble their blood counterparts morphologically in the expression of Ly6C (2). Busulfan decreased the number of Ly6C positive cells in the spleen, and this number was restored by A10-FMT but not by Con-FMT (Fig. 5A and B). 

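MOMA-1 is an antibody that recognizes the macrophage receptor Siglec1 (sialoadhesin), and it is read here as the gene Siglec1 (gene identifier 20612, chromosome 2 of GRCm38, 131069220 to 131086765). Its RPKM was 10.5 ± 0.637 in Con-sa, 8.85 ± 1.30 in B-sa, 8.05 ± 2.49 in B+Con-FMT and 16.7 ± 3.31 in B+A10-FMT (SD, n = 3). In limma's test it was not called in B-sa versus Con-sa (log2 fold change -0.23, standard error 0.19, adjusted p = 0.431) or in B+Con-FMT versus B-sa (-0.15, adjusted p = 0.72). It was higher in B+A10-FMT than in B-sa (0.83, adjusted p = 0.0314) and than in B+Con-FMT (0.98, adjusted p = 0.0122), and in both comparisons all 3 B+A10-FMT mice were higher (exact two-sided permutation test, p = 0.1, the limit of 3 mice against 3). With the replicate number as a block these last values were 0.039 and 0.016, with r of same-numbered mice at -0.090 between the FMT groups. When 1 mouse was left out, the rise over B-sa stayed between 0.69 and 0.96, although with fewer mice 5 of the 6 fits gave an adjusted p above 0.05 (0.035 to 0.11). The adjusted p was 0.072 once the trend along gene length and GC content was removed. The rise over B+Con-FMT had an adjusted p of 0.056 when only the mice of these 2 groups were fitted.
Ly6C is encoded by Ly6c1 (gene identifier 17067, chromosome 15, 75044018 to 75048830) and Ly6c2 (100041546, chromosome 15, 75108158 to 75111970), which are near-identical neighbors, so that the mapping could have split reads between them. The RPKM of Ly6c1 was 31.4 ± 2.02 in Con-sa, 38.4 ± 5.93 in B-sa, 27.5 ± 4.57 in B+Con-FMT and 52.7 ± 17.9 in B+A10-FMT, and that of Ly6c2 was 44.5 ± 9.37, 86.4 ± 40.1, 51.4 ± 15.2 and 75.3 ± 39.0 (SD, n = 3). Neither was lower in B-sa than in Con-sa, the log2 fold changes being 0.27 for Ly6c1 (adjusted p = 0.477, block 0.43) and 0.87 for Ly6c2 (adjusted p = 0.25, block 0.12). In B+Con-FMT versus B-sa they were -0.47 (adjusted p = 0.347, block 0.31) and -0.69 (adjusted p = 0.496, block 0.33). In B+A10-FMT versus B-sa they were 0.40 for Ly6c1 (adjusted p = 0.344, block 0.3) and -0.26 for Ly6c2 (adjusted p = 0.777, block 0.66), the latter changing sign when 1 mouse was left out (-0.62 to 0.22). Between the FMT groups, Ly6c1 was 0.87 higher in B+A10-FMT (adjusted p = 0.0519, block 0.051). It passed the threshold in 3 of 13 other settings, whose values ran from 0.66 to 1.17 (adjusted p 0.0035 to 0.16). The 3 were equal totals outside the globin genes (0.92, adjusted p = 0.031), removal of the trend along gene length and GC content (0.95, adjusted p = 0.041) and a fit without 1 mouse (adjusted p = 0.0035). Ly6c2 was 0.43 higher (adjusted p = 0.586, block 0.42).

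**Figure D4:**
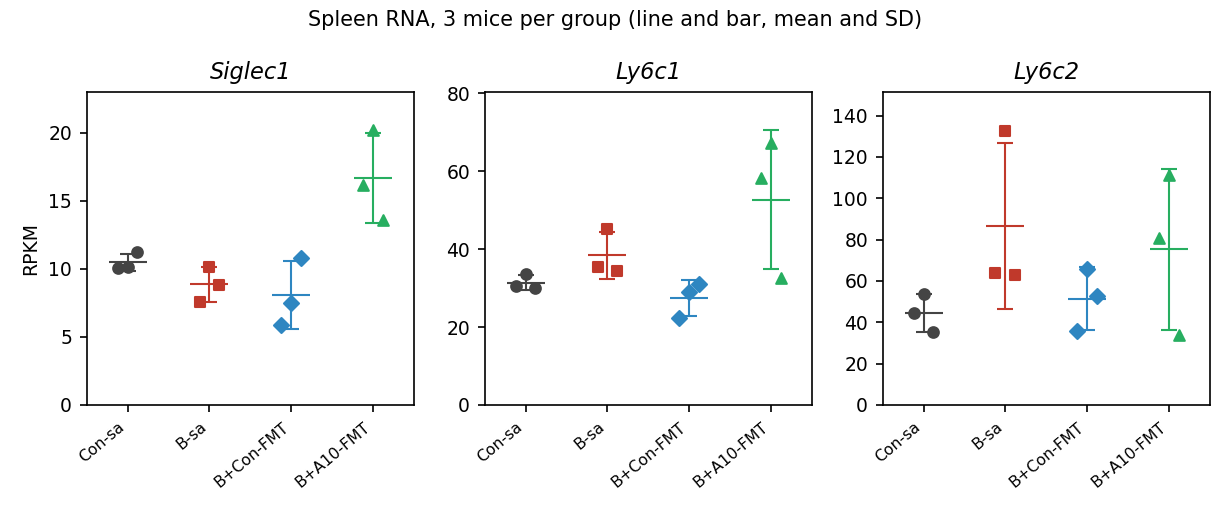
RPKM of Siglec1, Ly6c1 and Ly6c2 in each spleen (points), with the mean (line) and SD (bar) of each group (n = 3). Siglec1 averages 16.7 in B+A10-FMT against 8.05 to 10.5 in the other groups. Ly6c1 varies most between mice in B+A10-FMT (SD 17.9, against 2.02 to 5.93 in the other groups). Ly6c2 has an SD of 40.1 in B-sa and 39.0 in B+A10-FMT, against 9.37 in Con-sa and 15.2 in B+Con-FMT.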

At the same time, the gene expression of MOMA-1 and Ly6C followed the same trends as did their protein levels (Fig. 5C). NGFR (Nerve growth factor receptor; CD271) is an optimal target for the immunohistological detection of follicular dendritic cells (FDCs) (48). Busulfan decreased the number of NGFR positive cells in the spleen, and this number was restored by A10-FMT but not by Con-FMT (Fig. 5A and B).

**FIG 5:**
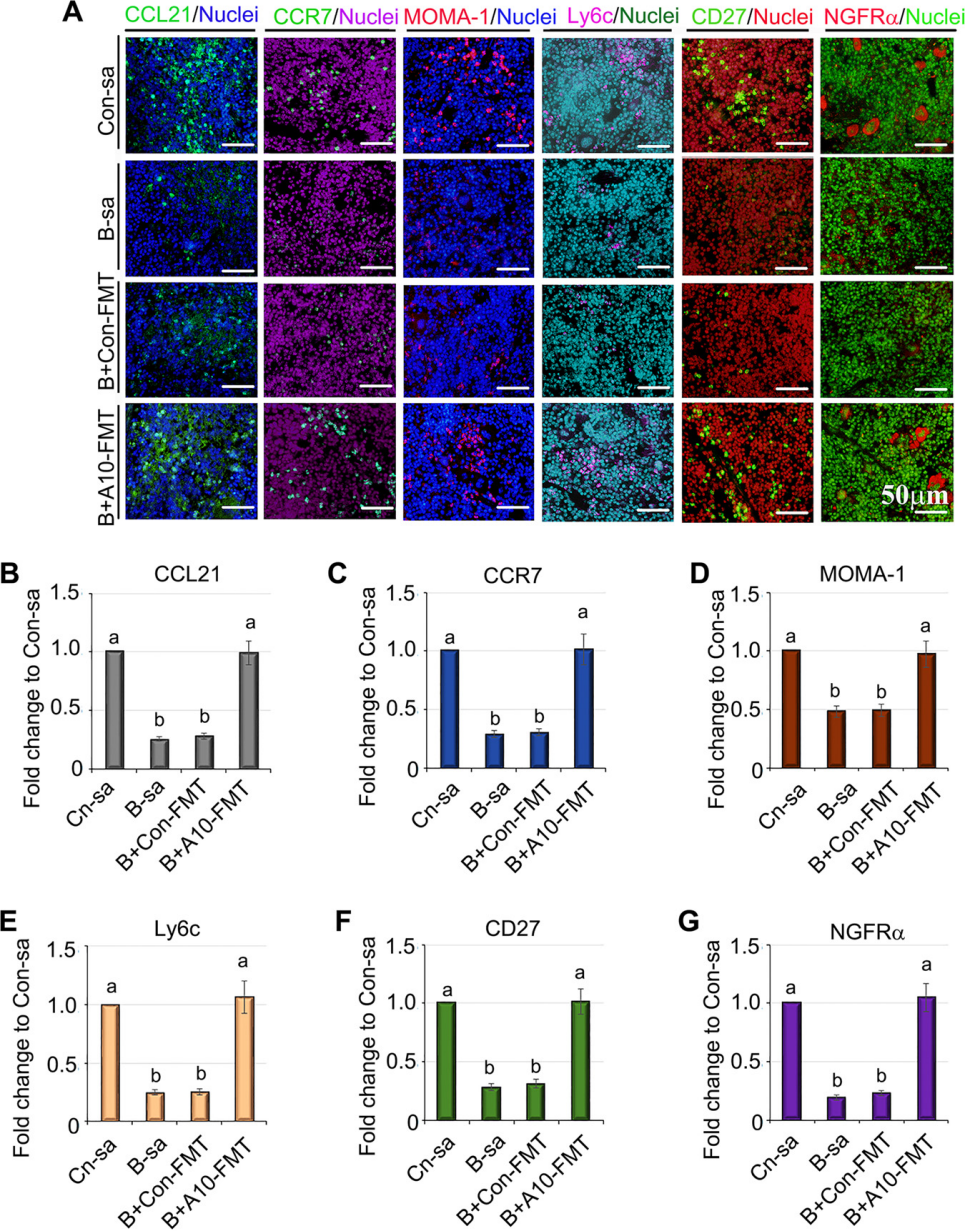
A10-FMT improved the different kinds of immune cells via the rescue of the protein levels of the marker genes. (A) IHF staining for the protein levels of CCL-21, CCR7, MOMA-1, Ly6C, CD27, and NGFRα (*n* = 4 per group). (B) Quantitative data of IHF for CCL-21. (C) Quantitative data of IHF for CCR7. (D) Quantitative data of IHF for MOMA-1. (E) Quantitative data of IHF for Ly6C. (F) Quantitative data of IHF for CD27. (G) Quantitative data of IHF for NGFRα. In panels B and G, the *y* axis was the fold change of the Con-sa group. The *x* axis represents the treatments. Note: the a, b, and c notation indicate statistically significant differences between groups with *P* < 0.05.

Moreover, the spleen plays important roles in iron homeostasis via the resorption of effete erythrocytes and the subsequent return of iron to the circulation. Free iron also has the potential to become cytotoxic when electron exchange with oxygen is unrestricted and catalyzes the production of reactive oxygen species. Therefore, the balance of iron in the spleen and circulation is critical for health (49, 50). Busulfan increased the level of iron in the spleen, which was decreased by A10-FMT but not by Con-FMT (Fig. 6A and B). At the same time, the gene expression and protein expression of the iron transporter ferroportin 1 (Slc40a1) were increased by A10-FMT (Fig. 6C–E).

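Slc40a1 (gene identifier 53945) lies on chromosome 1 of GRCm38 from 45908068 to 45926523 and has 8 exons in its GENCODE M21 transcript. Its RPKM in the spleen was 95.7 ± 3.32 in Con-sa, 96.4 ± 13.8 in B-sa, 87.7 ± 7.97 in B+Con-FMT and 140.8 ± 14.0 in B+A10-FMT (SD, n = 3). Busulfan alone made no detectable difference (log2 fold change 0.00, standard error 0.10, adjusted p = 0.999 in limma's test), nor did Con-FMT against B-sa (-0.13, adjusted p = 0.55). The gene was higher in B+A10-FMT than in B-sa by 0.55 (adjusted p = 0.0144), than in B+Con-FMT by 0.67 (adjusted p = 0.00399) and than in Con-sa by 0.55 (adjusted p = 0.0434). Each of the 3 B+A10-FMT mice had a higher RPKM than each of the other 9 mice, although a comparison of 3 mice with 3 cannot give an exact two-sided permutation p under 0.1. With the replicate number as a block, the adjusted p was 0.015 against B-sa and 0.0038 against B+Con-FMT, and r of same-numbered mice was -0.085 in B+A10-FMT versus Con-sa. Against B-sa the call was lost when only the 2 groups were fitted (adjusted p = 0.061) and when 1 of the mice was left out (log2 fold change 0.43 to 0.62, adjusted p up to 0.072). Genes of red pulp macrophages rose as a set, with medians of 0.388 over B-sa and 0.481 over B+Con-FMT (17 of 18 higher in each). RNA of whole spleen cannot tell a larger share of such cells from more Slc40a1 RNA per cell.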

**FIG 6:**
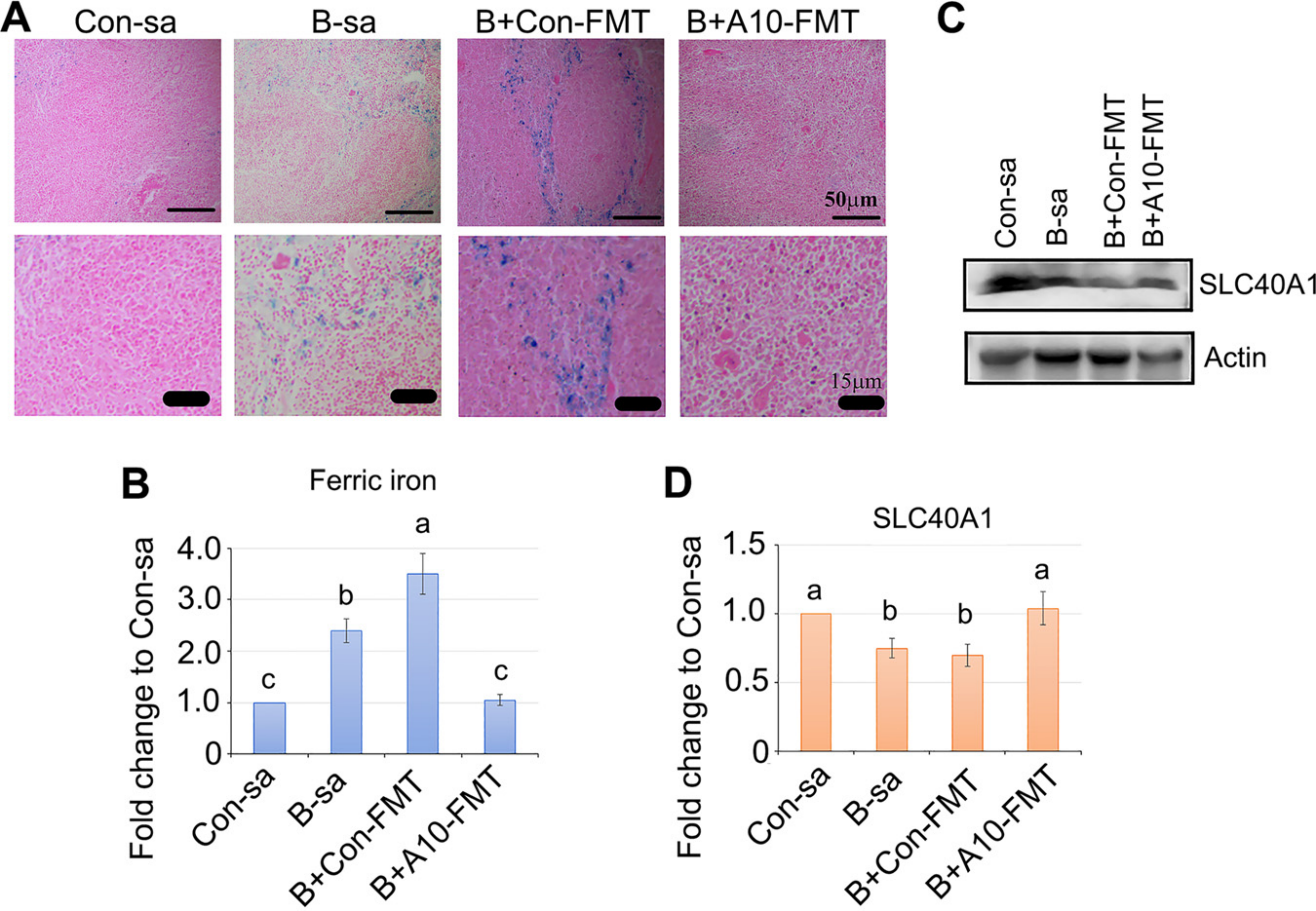
A10-FMT rescued splenic iron homeostasis. (A) Perl’s Prussian blue stain for ferric iron in mouse spleens (*n* = 4 per group). (B) Quantitative data for ferric iron. (C) Protein level of SLC40A1 obtained via WB analysis (*n* = 3 per group). (D) Quantitative data for the WB analysis of SLC40A1. In panels B and D, the *y* axis was the fold change of the Con-sa group. The *x* axis represents the treatments. Note: the a, b, and c notation indicate statistically significant differences between groups with *P* < 0.05.

## DISCUSSION

The mammalian gastrointestinal tract is inhabited by millions of microbes that modulate many physiological functions (18, 51–55). An increasing number of diseases, such as obesity (56), cancer (54), inflammatory bowel disease (57), diabetes (19), and male or female infertility (11, 12, 58, 59) have been associated with distinctive changes in the composition and functionality of gut microbiota.

Recently, it has been established that gut microbiota are involved in the development and function of the spleen (13, 14). A gut-spleen interaction (axis) has been identified. However, it remains unknown whether gut microbiota can be used to improve spleen function during cancer therapy or other disease conditions. In our previous articles, using the busulfan- and AOS-dosed gut microbiota models, we found that FMT could benefit recipient gut microbiota to improve blood and testicular metabolites to, in turn, rescue busulfan-impaired spermatogenesis, sperm quality, and male fertility (11). The transplantation of gut microbiota from AOS-dosed animals (A10-FMT) significantly increased sperm motility, sperm concentration, and spermatogenesis. Furthermore, A10-FMT benefited gut microbiota through an increase in the “beneficial” bacteria *Bacteroidales*, *Bifidobacteriales*, and *Sphingomonadales* (11). These microbiota have beneficial effects, including their protection of the intestinal barrier (22, 59), production of antioxidant compounds (60), and possession of reduction enzymes (61). Moreover, A10-FMT improved the blood metabolomes, whereas busulfan disturbed the blood microenvironments by upsetting metabolite levels (11). In the current investigation, we discovered that AOS-improved microbes can ameliorate the anti-cancer drug busulfan-impaired gut microbiota to rescue busulfan-disrupted spleen vascularization and function. The potential mechanisms by which A10-FMT improves spleen vascularization may include that the improved microbiota produce some beneficial molecules to benefit spleen vascularization, that these molecules stimulate systemic beneficial effects to ameliorate spleen function, and that the improved microbiota benefit intestinal cell functions (such as the immune functions) to ameliorate spleen function. We are current investigating the underlying mechanisms.

In conclusion, we demonstrated that following a treatment with AOS (A10-FMT), improved gut microbiota rescued busulfan-disrupted spleen vasculature. A10-FMT improved the expression of genes involved in vascularization, cell proliferation rate, EPC capability, and cell junction molecules to increase vasculature formation in the spleen. 

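The spleen RNA gave the following for the genes of the vascular proteins named in the study. A value marked block is the adjusted p with the replicate number as a block (r of same-numbered mice 0.071 in B+Con-FMT versus B-sa). Pecam1, which encodes CD31 (gene identifier 18613, chromosome 11 of GRCm38, 106654217 to 106750628), had an RPKM of 51.5 ± 1.73 in Con-sa, 44.5 ± 2.58 in B-sa, 44.1 ± 1.57 in B+Con-FMT and 51.0 ± 2.46 in B+A10-FMT (SD, n = 3). In limma's test it was lower in B-sa than in Con-sa (log2 fold change -0.21, standard error 0.056, adjusted p = 0.0296, block 0.042). It was higher in B+A10-FMT than in B+Con-FMT by 0.20 (adjusted p = 0.0393, block 0.055), and its rise of 0.19 over B-sa had an adjusted p of 0.0606 (block 0.083). Its fall in B-sa was not called in 5 of the 6 fits that left out 1 mouse (adjusted p 0.013 to 0.11) or when only the 2 groups were fitted (0.074). The difference between the FMT groups was called in 4 of 13 other settings (0.0075 to 0.12). Gja1, which encodes connexin 43 (14609, chromosome 10, 56377330 to 56402513), had an RPKM of 18.1 ± 0.529, 14.2 ± 1.20, 14.4 ± 1.09 and 19.5 ± 0.611 in the same order. Its log2 fold change was -0.33 in B-sa versus Con-sa (adjusted p = 0.0108, block 0.015), 0.024 in B+Con-FMT versus B-sa (adjusted p = 0.89), 0.44 in B+A10-FMT versus B-sa (adjusted p = 0.0071, block 0.0099) and 0.41 in B+A10-FMT versus B+Con-FMT (adjusted p = 0.0059, block 0.008). Its calls in the last 2 comparisons and in B-sa versus Con-sa held in all 13 other settings. Kdr, a receptor for VEGF (16542, chromosome 5, 75932827 to 75978458), had an RPKM of 8.75 ± 0.200 in Con-sa, 7.69 ± 0.155 in B-sa, 6.69 ± 1.28 in B+Con-FMT and 10.4 ± 0.310 in B+A10-FMT. It was not called in B-sa versus Con-sa (-0.17, adjusted p = 0.251, block 0.28). It was higher in B+A10-FMT than in B-sa by 0.39 (adjusted p = 0.0349, block 0.056) and than in B+Con-FMT by 0.58 (adjusted p = 0.00486, block 0.010). The first of these calls was lost in every fit that left out 1 mouse (adjusted p 0.052 to 0.11).
Of the adhesion molecules, Vcam1 (22329, chromosome 3, 116109949 to 116129688) had an RPKM of 111.9 ± 4.01 in Con-sa, 114.1 ± 10.6 in B-sa, 108.6 ± 12.8 in B+Con-FMT and 140.8 ± 13.1 in B+A10-FMT. It did not fall with busulfan (log2 fold change 0.024, adjusted p = 0.884, block 0.88), and this sign depended on the mice included. It was 0.30 higher in B+A10-FMT than in B-sa (adjusted p = 0.0755, block 0.087) and 0.37 higher than in B+Con-FMT (adjusted p = 0.028, block 0.036), a call that 4 of the 6 fits without 1 mouse did not make and that 5 of all 13 other settings kept (adjusted p 0.016 to 0.12). Itga4 (16401, chromosome 2, 79255426 to 79333123) had an RPKM of 44.0 ± 3.07, 42.9 ± 1.06, 34.6 ± 0.474 and 55.4 ± 2.55 in the same order. Its change with busulfan was -0.033 (adjusted p = 0.727, block 0.74), which turned to 0.013 under median-of-ratios scaling. It was 0.30 lower in B+Con-FMT than in B-sa (log2 fold change -0.30, adjusted p = 0.026, block 0.047), 0.36 higher in B+A10-FMT than in B-sa (adjusted p = 0.00649, block 0.014) and 0.66 higher than in B+Con-FMT (adjusted p = 0.000165, block 0.0008). The first of these calls was kept in 8 of 13 other settings (adjusted p 0.019 to 0.12), and was lost in 4 of the 6 fits without 1 mouse. For Mki67, the gene of the proliferation marker Ki67 (17345, chromosome 7, 135689784 to 135716361), the RPKM was 155.5 ± 16.0 in Con-sa, 178.9 ± 23.4 in B-sa, 145.4 ± 16.4 in B+Con-FMT and 167.5 ± 4.33 in B+A10-FMT (SD, n = 3). Its log2 fold change was 0.20 in B-sa versus Con-sa (adjusted p = 0.207, block 0.24) and -0.086 in B+A10-FMT versus B-sa (adjusted p = 0.635, block 0.66). The smallest exact two-sided permutation p that 3 mice against 3 can give, 0.1, was reached by Gja1 in the 3 comparisons in which it was called. Of the 19 genes of the study's named proteins, 2 were called lower in B-sa versus Con-sa, 5 higher in B+A10-FMT versus B-sa and 7 higher in B+A10-FMT versus B+Con-FMT. With adjustment over these 19 alone, 2, 8 and 9 were, and 1, Madcam1, was lower in the last of these. Madcam1, the gene of MAdCAM-1, thus moved against the other vascular genes. Its RPKM was 14.1 ± 2.29 in Con-sa, 16.4 ± 3.81 in B-sa, 18.5 ± 2.79 in B+Con-FMT and 13.1 ± 0.954 in B+A10-FMT. Its log2 fold changes, 0.188 in B-sa versus Con-sa and -0.277 in B+A10-FMT versus B-sa, were not called.

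**Figure D5:**
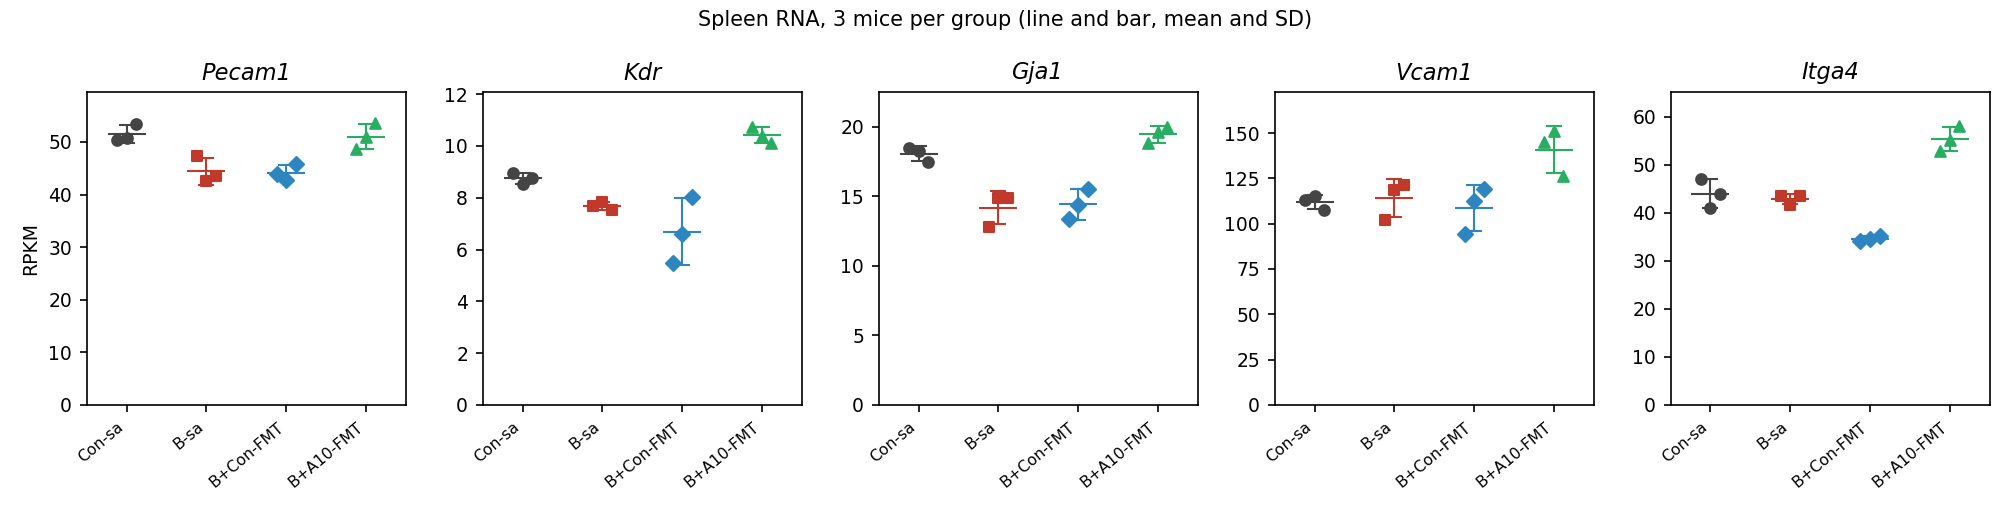
RPKM of Pecam1, Kdr, Gja1, Vcam1 and Itga4 in each spleen (points), with the mean (line) and SD (bar) of each group (n = 3). In all 5 genes the B+A10-FMT mean is above the B+Con-FMT mean, from 51.0 against 44.1 in Pecam1 to 55.4 against 34.6 in Itga4. Madcam1, which is not shown, averages 13.1 in B+A10-FMT against 18.5 in B+Con-FMT.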

The rescue of spleen vasculature restored spleen function by means of improvements in spleen immune cells and in iron metabolism. This may be used as a strategy to minimize the side effects of busulfan, which is an excellent medicine for the treatment of leukemia in children (especially for those who are younger than 3 years old).

## MATERIALS AND METHODS

### Study design.

All animal handling and procedures were performed in accordance with the Institute of Animal Sciences of Chinese Academy of Agricultural Sciences (CAAS) Institutional Animal Care and Use Committee (IACUC). The mice were maintained under a light:dark cycle of 12:12 h at a temperature of 23°C and a humidity of 50% to 70%, and they had free access to food (chow diet) and water (11, 33).

### Experiment I: Mouse small intestine microbiota collection.

3-week-old Institute of Cancer Research (ICR) male mice were dosed with double-distilled water (ddH2O) as a control or with alginate oligosaccharide (AOS), 10 mg/kg body weight (BW), via oral gavage (0.1 mL/mouse/day). The AOS dosing solution was freshly prepared on a daily basis and was delivered every morning for 3 weeks. There were two groups (30 mice/treatment): a control group (ddH2O) and an A10 group (AOS, 10 mg/kg BW). After treatment, the mice were humanely euthanized for the collection of their small intestine luminal content (microbiota) (Fig. 1A).

### Experiment II: Fecal microbiota transplantation (FMT).

The small intestine luminal contents (containing gut microbiota) from each group were pooled and homogenized, diluted 1:1 in 20% sterile glycerol (saline), and frozen. Before inoculation, the fecal samples were diluted in sterile saline to a working concentration of 0.05 g/mL and were filtered through a 70 μm cell strainer. 3-week-old ICR male mice were used in the current investigation. There were four treatment groups (30 mice/treatment): Con-sa (control; dosed with saline), B-sa (busulfan [a single injection of 40 mg/kg BW of busulfan] plus saline), B+Con-FMT (busulfan plus gut microbiota from the control mice [Experiment I]), and B+A10-FMT (busulfan plus gut microbiota from the AOS, 10 mg/kg mice [Experiment I]). The mice received oral FMT inoculations (0.1 mL) once daily for two weeks. The dose of FMT was reported in our previous study and in other reports (11, 19, 62). Moreover, in our preliminary study, we found that 14 days (2 weeks) of FMT can produce a similar effect to that of 35 days (5 weeks) of FMT and a better effect than that of 7 days (1 week) of FMT. The mice were maintained with regular care for another 3 weeks (to 8 weeks of age) and were then humanely euthanized for the collection of samples for different analyses. The animal experiments were done more than three times (Fig. 1A). The animals in this study were the same animals as those published in our earlier study (11). The spleen tissues were used in the current study, and others, such as the intestinal content (gut microbes), blood (metabolites), and testes (spermatogenesis), were determined and reported in our earlier article (11). In order to get a sufficient quantity of samples for all of the analyses (especially for the spermatogenesis), 30 male animals were used in each treatment group. However, for the Western blotting, RNA-seq, immunofluorescence staining, and other analyses, 3 to 6 samples were used for each group. There were 15 to 20 samples used in the gut microbiota and blood metabolites analyses.

### Ultrastructural analysis of spleen tissues via transmission electron microscopy (TEM).

The procedure for the TEM analysis has been reported in our earlier article (63). Briefly, the freshly collected intestinal tissue was fixed in 2% glutaraldehyde in sodium phosphate buffer (pH 7.2) for 2 h. The samples were then washed 5 times in phosphate buffer (PBS) and fixed in 1% OsO_4_ for 1 h in the dark. This was followed by several washes in PBS. Subsequently, the samples were dehydrated in ethanol, using a series of increasing concentrations, and infiltrated in Spur’s embedding medium in propylene epoxide with an increased concentration. Afterwards, the specimens were polymerized for 12 h at 37°C, 12 h at 45°C, and 48 h at 60°C in embedding medium. 50 nm sections were cut using a Leica Ultracut E that was equipped with a diamond knife (Diatome, Hatfield, PA, USA). The sections were stained with uranyl acetate and were viewed on a microscope (JEM-2010F TEM; JEOL Ltd., Japan).

### RNA isolation and RNA-seq analyses.

Briefly, the total RNA was isolated using TRIzol Reagent (Invitrogen) and was purified using a Pure-Link1 RNA Mini Kit (Cat: 12183018A; Life Technologies), following the manufacturers’ protocol. The sequencing and data analyses are reported in our earlier article (33). The total RNA samples were first treated with DNase I to degrade any possible DNA contamination. Then, the mRNA was enriched using oligo(dT) magnetic beads. Mixed with the fragmentation buffer, the mRNA was broken into short fragments (of about 200 bp), after which the first strand of cDNA was synthesized using a random hexamer-primer. Buffer, dNTPs, RNase H, and DNA polymerase I were added to synthesize the second strand. The double-strand cDNA was purified with magnetic beads. Subsequently, the 3′-end single nucleotide adenine addition was performed. Finally, sequencing adaptors were ligated to the fragments. The fragments were enriched via polymerase chain reaction (PCR) amplification. During the QC step, an Agilent 2100 Bioanaylzer and an ABI StepOnePlus real-time PCR system were used to qualify and quantify the sample library. The library products were prepared for sequencing in an Illumina HiSeq 2500. The reads were mapped to reference genes using SOAPaligner (v. 2.20) with a maximum of two nucleotide mismatches allowed at the parameters of “-m 0 -x 1000 -s 40 -l 35 -v 3 -r 2”. The read number of each gene was transformed into reads per kilobases per million reads (RPKM), and then differentially expressed genes were identified using the DEGseq package and the MARS (an MA-plot-based method with a random sampling model) method. The threshold was set as a false detection rate (FDR) of ≤0.001 and an absolute value of the log_2_ ratio of ≥1 to judge the significance of the differences in gene expression. Then, the data were analyzed via GO enrichment and KEGG enrichment, and multiple enrichment was determined online (Metascape: http://metascape.org/gp/index.html#/main/step1).

### Sequencing of microbiota from small intestine digesta samples and data analysis.

The sequencing and analysis of the gut microbiota are reported in our earlier study (33).

**(i) DNA extraction.** The total genomic DNA of the small intestine digesta was isolated using an E.Z.N.A.R. Stool DNA Kit (Omega Bio-tek Inc., USA), following the manufacturer’s instructions. DNA quantity and quality were analyzed using a NanoDrop 2000 (Thermo Scientific, USA) and 1% agarose gel. 10 samples/groups were determined.

**(ii) Library preparation and sequencing.** The V3-V4 region of the 16S rRNA gene was amplified using the primers MPRK341F (5′- ACTCCTACGGGAGGCAGCAG-3′) and MPRK806R: (5′-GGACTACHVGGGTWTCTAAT-3′) with Barcode. The PCRs (30 μL in total) included 15 μL PhusionR High-Fidelity PCR Master Mix (New England Biolabs), 0.2 mM primers, and 10 ng DNA. The thermal cycle was carried out with an initial denaturation at 98°C, and this was followed by 30 cycles of 98°C for 10 s, 50°C for 30 s, 72°C for 30 s, and a final extension at 72°C for 5 min. The PCR products were purified using a GeneJET Gel Extraction Kit (Thermo Scientific, USA). The sequencing libraries were constructed with a NEB NextR Ultra DNA Library Prep Kit for Illumina (NEB, United States), following the manufacturer’s instructions. Index codes were added. Then, the library was sequenced on an Illumina HiSeq 2500 platform, and 300 bp paired-end reads were generated at the Novo gene. The paired-end reads were merged using FLASH (V1.2.71). The quality of the tags was controlled in QIIME (V1.7.02). Meanwhile, all chimeras were removed. The “Core Set” of the Greengenes database was used for classification, and sequences with >97% similarity were assigned to the same operational taxonomic units (OTUs).

**(iii) Analysis of sequencing data.** The operational taxonomic unit abundance information was normalized using a standard sequence number that corresponded to the sample with the least sequences. The alpha diversity index was calculated with QIIME (Version 1.7.0). The Unifrac distance was obtained using QIIME (Version 1.7.0), and a principal coordinates analysis (PCoA) was performed using R (Version 2.15.3). The linear discriminant analysis effect sizes (LEfSe) were calculated to determine the differences in abundance. The threshold linear discriminant analysis (LDA) score was 4.0. The GraphPad Prism7 software package was used to produce the graphs.

### Plasma metabolite measurements by liquid chromatography - mass spectrum (LC-MS/MS).

Plasma metabolites were determined as reported in our recent article (33). The plasma samples were collected and immediately stored at −80°C. Prior to the LC-MS/MS analysis, the samples were thawed on ice and processed to remove proteins. Then, the samples were detected via ACQUITY ultra-performance liquid chromatography (UPLC) and AB Sciex Triple TOF 5600 (LC/MS) as reported previously. 10 samples/groups were analyzed for the plasma or testis samples.

The high performance liquid chromatography (HPLC) conditions employed an ACQUITY UPLC BEH C18 column (100 mm × 2.1 mm, 1.7 μm), using solvent A (aqueous solution with 0.1% [vol/vol] formic acid) and solvent B (acetonitrile with 0.1% [vol/vol] formic acid) with a gradient program. Further details are shown in Table 1. The flow rate was 0.4 mL/min, and the injection volume was 5 μL. The mass spectrometry program with ESI is shown in Table 2.

**TABLE 1:** HPLC elution gradient

Time	A%	B%
0	95	5
2	80	20
4	75	25
9	40	60
17	0	100
19	0	100
19.1	95	5
20.1	95	5

**TABLE 2:** Mass spectrometry conditions

Parameters	Positive ion	Negative ion
Nebulizer gas (GS1, PSI)	40	40
Auxiliary gas (GS2, PSI)	40	40
Curtain gas (CUR, PSI)	35	35
Ion source temperature (°C)	550	550
Ion spray voltage (V)	5,500	4,500
Declustering potential (DP, V)	100	−100
Mass scan range (TOF MS scan)	70 to 1,000	70 to 1,000
Collision energy (TOF MS scan, eV)	10	−10
Mass scan range (Product Ion scan)	50 to 1,000	50 to 1,000
Collision energy (Product Ion scan, eV)	30	30
Interface heater temperature (°C)	550	600

Progenesis QI v2.3 (Nonlinear Dynamics, Newcastle, United Kingdom) was implemented to normalize the peaks. Then, the Human Metabolome Database (HMDB), LIPID MAPS (v2.3), and METLIN software were used to qualify the data. Moreover, the data were processed with SIMCA software (version 14.0, Umetrics, Umeå, Sweden) after the pathway enrichment analysis using the Kyoto Encyclopedia of Genes and Genomes (KEGG) database (https://www.genome.jp/kegg/pathway.html).

### Histopathological analysis.

The spleen tissues were fixed in 10% neutral buffered formalin, embedded in paraffin, cut into 5 μm sections, and subsequently stained with hematoxylin and eosin (H&E) for the histopathological analysis (33).

### Western blotting.

A Western blotting analysis of the proteins was carried out as previously reported (33). Briefly, small intestine tissue samples were lysed in RIPA buffer that contained the protease inhibitor cocktail from Sangong Biotech, Ltd. (Shanghai, China). The protein concentration was determined using a BCA kit (Beyotime Institute of Biotechnology, Shanghai, China). Goat anti-actin was used as a loading control. The remaining primary antibodies (Abs) were purchased from Abcam or Beijing from Biosynthesis Biotechnology Co., Ltd., (Beijing, China) (Table S1). Secondary donkey anti-goat Abs (Cat no.: A0181) were purchased from the Beyotime Institute of Biotechnology, and goat anti-rabbit (Cat no.: A24531) Abs were bought from Novex by Life Technologies (USA). 50 μg of total protein per sample were loaded onto 10% sodium dodecyl sulfate (SDS) polyacrylamide electrophoresis gels. The gels were transferred to a polyvinylidene fluoride (PVDF) membrane at 300 mA for 2.5 h at 4°C. The membranes were then blocked with 5% bovine serum albumin (BSA) for 1 h at room temperature (RT), and this was followed by three washes with 0.1% Tween 20 in TBS (TBST). The membranes were incubated with primary Abs that were diluted 1:500 in TBST with 1% BSA overnight at 4°C. After three washes with TBST, the blots were incubated with the HRP-labeled secondary goat anti-rabbit or donkey anti-goat Abs, respectively, for 1 h at RT. After three washes, the blots were imaged. The bands were quantified using ImageJ software. The intensity of the specific protein band was normalized to actin first, and then the data were normalized to the control. The information for the primary antibodies is listed in Table S1.

10.1128/msphere.00581-22.2 TABLE S1 Primary antibody information. Download Table S1, DOCX file, 0.02 MB. Copyright © 2022 Fang et al. 2022 Fang et al. https://creativecommons.org/licenses/by/4.0/ This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

### Detection of the protein levels and the location in the spleen via immunofluorescence staining.

The methodology for the immunofluorescence staining of the spleen samples is reported in our recent publications (11, 33). Sections of testicular tissue (5 μm) were prepared and subjected to antigen retrieval and immunostaining as previously described. Briefly, sections were first blocked with normal goat serum in PBS, and this was followed by incubation with primary Abs (Table S1) (1:100 in PBS-0.5% Triton X-100; Bioss Co., Ltd., Beijing, People’s Republic of China) overnight at 4°C. After a brief wash, the sections were incubated with an Alexa 546-labeled goat anti-rabbit secondary Ab (1:100 in PBS; Molecular Probes, Eugene, OR, USA) for 30 min at RT and were then counterstained with 4′,6-diamidino-2-phenylindole (DAPI). The stained sections were examined using a Leica Laser Scanning Confocal Microscope (LEICA TCS SP5 II, Germany). 10 animal samples from each treatment group were analyzed. The positively stained cells were counted. A minimum of 1,000 cells were counted for each sample of each experiment. The data were then normalized to the control. The information for the primary antibodies is listed in Table S1.

### Measurement of the iron content in the spleen.

The amounts of ferric iron in the spleens were determined using Perl’s Prussian blue stain as described by Kohyama et al. (40). The spleen tissues were fixed with 4% paraformaldehyde and were then embedded in paraffin. 5 μm sections were cut and stained with Perl’s Prussian blue and pararosaniline (Sigma-Aldrich; St. Louis, MO, USA).

### Statistical analysis.

Data were analyzed using SPSS statistical software (IBM Co., NY, USA) with one-way analysis of variance (ANOVA) followed by LSD multiple-comparison tests. All groups were compared with each other for every parameter. The data were shown as the mean ± SEM. Statistical significance was based on *P* < 0.05.

### Data availability.

The RNA-seq raw data are deposited in NCBI’s Gene Expression Omnibus under accession number GSE160965.

# Supplementary material for: Gut-Spleen Axis: Microbiota via Vascular and Immune Pathways Improve Busulfan-Induced Spleen Disruption
**Source:** mSphere. 2022 Dec 13;8(1):e00581-22. doi: 10.1128/msphere.00581-22
**Supplement:** TABLE S1

Primary antibody information

| **Gene symbol** | **Name** | **Cat. #** | **Predicted size** | **Source (Animal)** | **Company** |
| --- | --- | --- | --- | --- | --- |
| Bcl-2 | Bcl-2 | bs-4563R | 26kd | Rabbit (polyclonal) | Beijing Biosynthesis Biotechnology CO. |
| Ki67 | Antigen identified by monoclonal antibody Ki 67 | bs-2130R | 358kd | Rabbit (polyclonal) | Beijing Biosynthesis Biotechnology CO. |
| P53 | Transformation related protein 53 | bs-8687R | 53kd | Rabbit (polyclonal) | Beijing Biosynthesis Biotechnology CO. |
| CD31 | CD31 | bs-0195R | 78kDa | Rabbit | Beijing Biosynthesis Biotechnology CO. |
| VEGF Receptor 2 | VEGF Receptor 2 | ab194806 | 152 kDa | Rabbit | Abcam |
| CD163 | CD163 | bs-2527R | 130kDa | Rabbit | Beijing Biosynthesis Biotechnology CO. |
| MAdCAM1 | MAdCAM1 | ab254539 |  | Rat | Abcam |
| VCAM1 | VCAM1 | ab134047 | 81 kDa | Rabbit | Abcam |
| Cx43 | Connexin 43 | bs-0651R | 42kDa | Rabbit (polyclonal) | Beijing Biosynthesis Biotechnology CO. |
| CCR7 | CCR7 | bs-1305R | 42kDa | Rabbit | Beijing Biosynthesis Biotechnology CO. |
| CCL21 | CCL21 | bs-1666R | 15kDa | Rabbit | Beijing Biosynthesis Biotechnology CO. |
| actin | actin | Ab3280 | 42kDa | Rabbit (polyclonal) | Abcam |
| SLC40A1 | SLC40A1 | ab78066 |  | Rabbit | Abcam |
| CD27 | CD27 | bsm-54318R | 55kDa | Rabbit | Beijing Biosynthesis Biotechnology CO. |
| p75 NGF Receptor | p75 NGF Receptor | bs-7122R | 42kDa | Rabbit | Beijing Biosynthesis Biotechnology CO. |
| MOMA | MOMA | bs-17487R | 65kDa | Rabbit | Beijing Biosynthesis Biotechnology CO. |
| CD59/Ly6c | CD59/Ly6c | bs-12327R | 9kDa | Rabbit | Beijing Biosynthesis Biotechnology CO. |

How the deposited data were processed for this re-analysis (not part of the article)

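Spleen RNA of 12 male ICR mice was measured, 3 in each of the Con-sa, B-sa, B+Con-FMT and B+A10-FMT groups, and the groups were taken from the sample labels and the paper's text. The authors extracted RNA with TRIzol, treated it with DNase, enriched it with oligo(dT), fragmented it, made cDNA libraries, sequenced them and mapped the reads to reference genes with SOAPaligner. They transformed the read number of each gene into RPKM, and the deposited values are these RPKM, listed for each RefSeq transcript with 1 table per mouse. The paper's own comparison used DEGseq with its MARS method. The paper's text does not state the genome build or the annotation release. Read counts were not used here, and the mapping, the counting and the normalization to RPKM are those of the authors.

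The tables list 60654 transcripts (24036 with NM, 32604 with XM and 4014 with XR prefixes), of which 303 are at 0 in all 12 mice. The RPKM of the transcripts of a gene were summed to 18221 genes. Gene identifiers were matched to names for 18112 of them and to positions and lengths in GENCODE M21 (GRCm38) for 17805. Depth was estimated from the steps between the lowest RPKM values of each mouse at 14800000 to 15700000 reads. Without counts, no counting interval can be given for single values, and precision rests on the spread between the 3 mice of a group. The sum of RPKM was 690666 to 701534 in Con-sa, 719521 to 772157 in B-sa, 720595 to 756073 in B+Con-FMT and 677033 to 701773 in B+A10-FMT. No mouse was left out.

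The genes with an RPKM of at least 1 in at least 3 mice (12671) were tested on log2(RPKM + 1) with limma 3.58.1 in R 4.3.3 (empirical Bayes with trend and robust settings), with all 12 mice in 1 fit and group as the only factor. The plan was made for read counts, with limma named in it as the test for RPKM, and limma was therefore used. In all, 5 comparisons were made: B-sa versus Con-sa, B+Con-FMT versus B-sa, B+A10-FMT versus B-sa, B+A10-FMT versus B+Con-FMT and B+A10-FMT versus Con-sa. All limma p-values are two-sided and adjusted by the Benjamini-Hochberg method over the genes tested, and a gene was called at an adjusted p under 0.05. The threshold of the paper (FDR of at most 0.001 and an absolute log2 ratio of at least 1) was applied to limma's adjusted p in the same fit, so that its counts are not those of the MARS test. Single genes and the mean of gene sets were also compared by exact two-sided permutation tests of 3 mice against 3, whose smallest p is 0.1. The separation of the groups was tested over all 15400 partitions of 12 mice into 4 groups of 3.

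The 5 gene panels of the paper's pathways, and 13 further panels for cell types and processes, were written by hand from general knowledge before the data were examined; they are not the GO terms, which were not used here. The panels were tested with limma's camera (correlation between genes 0.01), and the p of the 5 pathway panels was adjusted over 20 tests. Further lists (kidney, natural killer cells, heat shock and immediate early genes) were made after seeing the data. A rule set which genes could be named. It took in the genes the paper names (19 genes, with Siglec1 for MOMA-1). It also took in up to 5 increased and 5 decreased genes of largest change per comparison. These had to be called, with no overlap between the mice of the 2 groups and a mean RPKM of at least 1 (10 counts in the plan). Last came the 3 genes of highest RPKM of each pathway panel and of the acinar panel. Many genes that met the rule are not named in the text. Genes named outside it were chosen after their values were seen.

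The replicate numbers 1 to 3 come from the sample titles and belong to different mice in each group, so the fit with the replicate number as a block is given beside the fit without it. The tests were checked on simulated data with the 12671 genes and the spread of these mice, with each gene drawn independently of the others. Of 200 genes changed by a log2 of 0.5, 136 (68%) were called, with 9 of 12471 unchanged genes; at a log2 of 1, 187 (93.5%) were called, with 11 unchanged genes. No gene was called in a comparison without a change. As the simulated genes did not vary together, this does not cover shifts that many genes share, such as those along gene length or from other tissue.

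The alternatives tried were a pseudocount of 0.1, no filter, a filter of RPKM at least 1 in every mouse, the replicate number as a block, fits with only the 2 groups compared, each mouse left out in turn, median-of-ratios scaling, equal totals outside the globin genes, each transcript on its own, removal of the trend of each mouse along transcript length and GC content, a correlation between genes estimated from the data, Reactome sets in place of the panels, matched genes as the background of the panels, and other ways of choosing the decreased genes. Count-based tests, size factors and minimum counts could not be run. Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and matplotlib 3.10.9 was used for the permutation tests and figures. GO and KEGG enrichment and the measurements on protein, cells, iron and microscopy were not analysed here.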

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

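All tests in this part other than that of the pancreas were chosen only after the result was seen, and so were the rule that picked these panels out (a rise in mean log2 of at least 0.5 over Con-sa, with every mouse of the group above every Con-sa mouse) and the lists of heat shock and immediate early genes, which were separated from a longer list written in advance. The paper names none of these genes.

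Genes of the acinar cells of the pancreas, which the paper does not analyse, were higher in B+Con-FMT than in Con-sa by 1.635 on the mean log2 scale. All 29 genes tested were higher in B+Con-FMT than in B-sa, with log2 fold changes from 2.11 to 3.5, and they rose and fell together across the 12 mice (median r between genes 0.993); 0 of them passed an adjusted p of 0.05 over all genes, and 28 did when only the panel was adjusted for. They made up between 0.09% and 2.56% of the summed RPKM of a mouse. A piece of pancreas taken along with the spleen is a candidate explanation. If it were a matter of dissection alone, it could fall in any group, and 1 mouse outside B+Con-FMT, a B+A10-FMT mouse, had a summed RPKM of 13937.03, above the lowest B+Con-FMT mouse at 11718.65; yet all 3 B+Con-FMT mice were high. The pattern cannot be told apart from pancreas tissue carried into the samples, and scaling cannot be its source, as the widest log2 gap between the scaling factors of 2 mice was 0.104. Acinar RNA moves the first principal component, and the separation of the groups did not depend on it (pseudo-F 3.15 without these genes).

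Neutrophil genes, which the paper does not discuss, were higher in B-sa than in Con-sa by 0.887. The 3 B-sa mice were at 6.05, 6.54 and 5.87, and the 3 Con-sa mice lay within 0.013 of each other, the highest at 5.28. The median log2 fold change of the 18 genes was 9.7 times the widest gap between scaling factors, so scaling does not account for it. Leaving out each B-sa mouse in turn left a difference of at least 0.694 (up to 1.029). As the panel was picked because every B-sa mouse lay above every Con-sa mouse, this gives the size of the difference and is no separate test of whether it rests on a single mouse. Single genes were less clear, with 17 of 18 higher in B-sa but 4 called over all genes, and 15 called when only the panel was adjusted for. The treatment gives a biological hypothesis, a larger share of neutrophils or of their precursors in the spleen after busulfan, and it may be so, but the B+Con-FMT mice (5.25, 5.80 and 5.76) lay below the B-sa mice, the B+A10-FMT mice (5.79, 6.29 and 5.17) overlapped both groups, the share of blood in the samples was not tested, and 3 mice against 3 give 10 splits.

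Heat shock genes were higher in B+Con-FMT than in Con-sa by 0.867, with the 3 B+Con-FMT mice at 6.50, 6.56 and 6.27 and the 9 other mice between 5.15 and 5.74. Delay or warmth when the spleens were taken could raise them, and immediate early genes might then rise too. These were 0.052 higher in B+Con-FMT than in the mean of the other groups. The B+Con-FMT mice (3.062, 3.083 and 3.081) lay above the highest Con-sa mouse (3.055), but a B-sa mouse was at 3.17. Pearson's r between immediate early and heat shock genes was 0.22 across the 12 mice. It was 0.71 without the 2 mice farthest from the median and -0.56 within groups. Delay or warmth is therefore not decided by these genes. The median log2 fold change in B+Con-FMT versus B-sa was 5.7 times the widest gap between scaling factors. In B+A10-FMT versus B+Con-FMT all 9 genes were lower (median -0.91). Acinar RNA did not go with high heat shock genes in the mouse outside B+Con-FMT that had the most of it. That mouse was lower than the lowest B+Con-FMT mouse (-1.122). As this rests on 1 mouse, a part played by pancreas tissue is not excluded. A response to Con-FMT and an effect of handling this group as a whole, delay or warmth included, cannot be separated here. The group and its handling coincide, and it may be either.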

How the results depend on the processing

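The pseudocount, the absence of a filter, the replicate block, fits with only the 2 groups compared, the mice left out, the estimated correlation between genes, the Reactome sets, the 500 most variable genes, the separation without the pancreas panel and the 2 other choices of decreased genes were set before the data were examined. The 2 scalings, the filter of RPKM at least 1 in every library, each transcript on its own, the matched genes, the held-out mouse and the removal of the trend along length and GC content were chosen after seeing the data. The count-based tests and size factors, the minimum of 10 counts and the MARS test of the paper were planned and not run, because the files hold no counts. The cause was not tested for any change listed here. The depth, estimated from RPKM, could not be varied.

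The separation of the groups kept its p under 0.05 in all 15 alternatives, with pseudo-F from 2.61 to 3.91.

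Of the counts of called genes, 31 of 45 stayed within 1.5 times their value as reported when mice were not left out. In B-sa versus Con-sa (1838 genes), 972 were called with only the 2 groups compared (343 higher and 629 lower) and 164 with each transcript on its own. For B+Con-FMT versus B-sa (107), the number was 71 with no filter, 32 with only the 2 groups, 180 with equal totals without globin and 6 with each transcript. For B+A10-FMT versus B-sa (668), it was 417 with the replicate block (322 higher and 95 lower), 158 with only the 2 groups, 16 with each transcript, and 314 with the trend along length and GC content removed. For B+A10-FMT versus B+Con-FMT (1312), it was 2339 with equal totals without globin and 153 with each transcript. For B+A10-FMT versus Con-sa (52), it was 29 with RPKM of at least 1 in every library and 2 with each transcript. Of the genes called as reported, 977 of 1838, 81 of 107, 252 of 668, 679 of 1312 and 44 of 52 were also called with the trend removed.

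The share of higher genes moved with the scaling: from 32.6% to 54.4% in B-sa versus Con-sa, from 75.9% to 44.2% in B+A10-FMT versus B-sa and from 73.2% to 45.1% in B+A10-FMT versus B+Con-FMT with median-of-ratios scaling, and from 73.8% to 37.2% in B+Con-FMT versus B-sa and from 73.2% to 89.8% in B+A10-FMT versus B+Con-FMT with equal totals without globin. With the trend along length and GC content removed, 712 were higher and 602 lower in B-sa versus Con-sa, 186 and 128 in B+A10-FMT versus B-sa, and 492 and 451 in B+A10-FMT versus B+Con-FMT.

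At the threshold of the paper, the counts as reported were 1 in B-sa versus Con-sa and in B+A10-FMT versus B-sa, and 0 elsewhere. In B-sa versus Con-sa it was 2 with only the 2 groups compared and 0 with the replicate block, with RPKM of at least 1 in every library and with each transcript on its own, and in B+A10-FMT versus B-sa it was 0 with these last 3 and with no filter. A pseudocount of 0.1 gave 1 in B+Con-FMT versus B-sa, and only the 2 groups gave 1 in B+A10-FMT versus Con-sa. At an unadjusted p under 0.05, 3970, 2329, 3101, 3663 and 1710 genes stood in the 5 comparisons as reported.

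Across the fits that each left out 1 mouse, the called genes numbered from 510 to 2100 in B-sa versus Con-sa, from 19 to 468 in B+Con-FMT versus B-sa, from 106 to 833 in B+A10-FMT versus B-sa, from 222 to 1159 in B+A10-FMT versus B+Con-FMT and from 1 to 49 in B+A10-FMT versus Con-sa. At the threshold of the paper they numbered from 0 to 2 in B-sa versus Con-sa, from 0 to 1 in B+A10-FMT versus B-sa, from 0 to 4 in B+A10-FMT versus B+Con-FMT and from 0 to 1 in B+A10-FMT versus Con-sa.

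Of the panels, the vasculature panel kept its direction in B-sa versus Con-sa and in both comparisons of B+A10-FMT in every setting, and kept an adjusted p under 0.05 there except with the estimated correlation between genes and with the Reactome sets, of which 1 kept it in 1 comparison. With the estimated correlation its medians of -0.22, 0.244 and 0.233 had adjusted p of 0.76, 0.49 and 0.49. So did 5 other results lose the threshold, with an adjusted p of 0.76 each: the myeloid panel in B-sa versus Con-sa (0.027), B+Con-FMT versus B-sa (-0.132) and B+A10-FMT versus B+Con-FMT (0.204), the defense panel in B+A10-FMT versus B-sa (0.177) and the adhesion panel in B+A10-FMT versus B+Con-FMT (0.142). Signaling by VEGF in its place gave -0.073, 0.014 (reversed), 0.080 and 0.054 in B-sa versus Con-sa, B+Con-FMT versus B-sa, B+A10-FMT versus B-sa and B+A10-FMT versus B+Con-FMT, with adjusted p from 0.053 to 0.34. Cell surface interactions at the vascular wall gave -0.047 in B-sa versus Con-sa (adjusted p = 0.93) and 0.111 in B+A10-FMT versus B-sa (0.053), and kept the threshold in B+A10-FMT versus B+Con-FMT (0.147, adjusted p = 0.0126). Cytokine Signaling in Immune system in place of the myeloid panel gave -0.108 (reversed, 0.043), 0.026 (reversed, 0.28), 0.105 (0.014) and 0.090 (0.27). Integrin cell surface interactions in B+A10-FMT versus B+Con-FMT gave 0.136 (0.085) and Extracellular matrix organization 0.087 (0.32) in place of the adhesion panel, and Innate Immune System gave 0.079 (0.18) in place of the defense panel in B+A10-FMT versus B-sa.

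The adhesion panel in B-sa versus Con-sa turned to 0.015 under median-of-ratios scaling, to 0.060 with the trend along length and GC content removed and to 0.056 against genes of the same length, GC content and level. It passed the threshold in B+A10-FMT versus B-sa with no filter (0.105, adjusted p = 0.015) and under median-of-ratios scaling (0.059, 0.031), and in B+Con-FMT versus B-sa with the trend removed (-0.071, 0.034) and against matched genes (-0.054, 0.026). The defense panel in B+Con-FMT versus B-sa turned to -0.031 with equal totals without globin and to -0.009 with the trend removed. It passed the threshold in B-sa versus Con-sa with the trend removed (-0.074, 0.041) and against matched genes (-0.079, 0.031), and in B+A10-FMT versus B+Con-FMT likewise (0.118, 0.011 and 0.156, 0.0025). The myeloid panel in B-sa versus Con-sa no longer passed with the trend removed (0.043, 0.1) or against matched genes (0.032, 0.36), and passed in B+A10-FMT versus B-sa against matched genes (0.096, 0.0025).

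Leaving out 1 mouse at a time gave these ranges of panel medians. In B-sa versus Con-sa they ran from -0.165 to -0.058 for the defense panel and from -0.001 to 0.083 for the myeloid panel. For B+Con-FMT versus B-sa they ran from -0.035 to 0.030 for vasculature, from -0.024 to 0.034 for homeostasis, from -0.126 to -0.012 for adhesion, from -0.076 to 0.086 for defense and from -0.201 to -0.058 for myeloid. Those of B+A10-FMT versus B-sa ran from 0.079 to 0.160 for adhesion, from 0.116 to 0.209 for defense and from 0.063 to 0.165 for myeloid, and in B+A10-FMT versus B+Con-FMT from 0.108 to 0.206, from 0.113 to 0.201 and from 0.086 to 0.362. All of these fell on both sides of 0 or of the threshold.

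The decreased genes had a median of 0.114 in B+A10-FMT versus B+Con-FMT, which was 0.167 with equal totals without globin, 0.084 with the trend removed, and from 0.093 to 0.150 across the fits without 1 mouse. Chosen at the threshold of the paper, they were 1 gene, with 1.155 in B+Con-FMT versus B-sa, 1.439 in B+A10-FMT versus B-sa and 0.284 in B+A10-FMT versus B+Con-FMT. With the 500 decreased genes with the lowest p, the medians were 0.095, 0.234 and 0.136 in the same order.

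Of the single genes, none of the named genes reversed among those called in the same comparison. Itga4 in B-sa versus Con-sa turned to 0.013 under median-of-ratios scaling and 0.085 with the trend removed, and Ngfr to 0.067 with the trend removed. With the trend removed, Bcl2 was -0.044 and Itgb1 -0.001 in B+A10-FMT versus B-sa, and with equal totals without globin Cd163 was -0.021 and Gja1 -0.026 in B+Con-FMT versus B-sa. Without 1 mouse, B-sa versus Con-sa ran from -0.023 to 0.102 for Vcam1, -0.082 to 0.016 for Itga4, -0.422 to 0.035 for Ccl21a, -0.172 to 0.065 for Cd27 and -0.223 to 0.122 for Ngfr. The same fits ran, for B+Con-FMT versus B-sa, from -0.233 to 0.199 for Cd163, -0.043 to 0.075 for Gja1, -0.356 to 0.032 for Siglec1, -0.040 to 0.036 for Pecam1 and -0.151 to 0.023 for Vcam1. They ran, for B+A10-FMT versus B-sa, from -0.619 to 0.223 for Ly6c2, -0.014 to 0.148 for Bcl2, -0.326 to 0.131 for Ccl21a and -0.216 to 0.129 for Ngfr. Across single genes, 60 further values without 1 mouse lost the threshold and 4 gained it, and under the other alternatives 26 lost it, 4 gained it and 551 kept direction and side.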

Differences from the paper's values

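The paper states no value for a measure computed here, so that this part gives directions only. The paper gives the gene expression of CD163 as lower after busulfan and restored by A10-FMT; the log2 fold change of Cd163 had these directions, -0.46 and 0.40, but neither was called (adjusted p = 0.246 and 0.363 in limma's test), and none of the alternatives called it, whether set before the data were examined or after.

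The paper gives the gene expression of MOMA-1 and Ly6C as lower after busulfan and restored by A10-FMT. Siglec1 was not called lower in B-sa (-0.23, adjusted p = 0.431), under any alternative, and it was called higher in B+A10-FMT than in B-sa. Ly6c1 and Ly6c2 had higher means in B-sa than in Con-sa (0.27 and 0.87, adjusted p = 0.477 and 0.25), under every alternative. Ly6c1 was called higher in B+A10-FMT than in B-sa in 1 of 13 alternatives, a fit without 1 mouse (adjusted p = 0.034, range over the alternatives 0.034 to 0.68), and Ly6c2 in none.

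The paper describes all 5 pathways as decreased by busulfan and increased by A10-FMT and not by Con-FMT. The myeloid panel had a median of 0.027 in B-sa versus Con-sa (adjusted p = 0.012). It was lower only in 1 fit without 1 mouse (-0.001) and in the Reactome set for cytokine signaling (-0.108, adjusted p = 0.043, with 0.105 and 0.014 in B+A10-FMT versus B-sa), which was set before the data were examined. The homeostasis panel passed the threshold in no comparison under any alternative. The adhesion panel did not fall below the threshold in B-sa versus Con-sa (-0.025, adjusted p = 0.83) under any alternative, and it passed in B+A10-FMT versus B-sa with no filter, in 2 fits without 1 mouse and, chosen after seeing the values, under median-of-ratios scaling. The defense panel was not past the threshold in B-sa versus Con-sa (-0.097, adjusted p = 0.313); it was in 1 fit without 1 mouse (adjusted p = 0.049, range over the alternatives 0.031 to 0.91) and in 2 settings chosen after seeing the values, with the trend along length and GC content removed (0.041) and against matched genes (0.031). The genes that busulfan decreased were higher in B+Con-FMT than in B-sa as well (median 0.080, 975 of 1239 genes), but the genes were chosen for being low in B-sa, so that part of this rise is built in. With 1 B-sa mouse held out of the choice, the B-sa mouse held out lay below the B+Con-FMT mean by 0.011, 0.137 and 0.020, and below the B+A10-FMT mean by 0.101, 0.283 and 0.145.

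The paper gives more VEGFR2 after busulfan and a return to control levels with A10-FMT. The RNA of its gene Kdr was not called in B-sa versus Con-sa (-0.17, adjusted p = 0.251), under any alternative (0.14 to 0.75), and was called higher in B+A10-FMT than in B-sa (0.39, adjusted p = 0.0349), which 3 of 13 alternatives also did (0.034 to 0.13). For VCAM-1 and MAdCAM-1 it gives a fall after busulfan and a rise with A10-FMT. Vcam1 RNA was not called lower in B-sa (0.024, adjusted p = 0.884), and its rise in B+A10-FMT over B-sa was not called (0.30, adjusted p = 0.0755), under any alternative (0.06 to 0.23); Madcam1 RNA had changes of 0.19 and -0.28 (adjusted p = 0.428 and 0.286), under no alternative called. Likewise CCL21, CCR7, CD27 and NGFR are described as lower after busulfan and raised by A10-FMT, and no alternative called Ccl21a, Ccr7, Cd27 or Ngfr in either comparison (log2 fold changes -0.18, -0.16, -0.053 and -0.039 in B-sa versus Con-sa). Fewer Ki67 positive cells after busulfan are described; Mki67 RNA had a log2 fold change of 0.20 (adjusted p = 0.207, range over the alternatives 0.041 to 0.49), and the 2 of 13 alternatives that called it called it higher. Higher p53 protein after busulfan is described; Trp53 RNA had a log2 fold change of -0.12 (adjusted p = 0.17), called under no alternative.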

Other observations

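The tests on globin, kidney and natural killer cell genes and the splits for panel medians were chosen only after the result was seen; those on stroma, gene length and the splits for gene counts were chosen in advance.

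Other splits of the same 6 mice into 3 and 3 were refitted. In each of the 5 comparisons, 1 of the 10 splits, the real one, had as many called genes, and the highest number in another split was 1, in B+A10-FMT versus B-sa, and 0 in the 4 other comparisons, where 3970, 2329, 3663 and 1710 genes had an unadjusted p under 0.05 in the real split. At the threshold of the paper, 1 of 10 splits of B-sa versus Con-sa and 2 of 10 of B+A10-FMT versus B-sa had as many. With 10 splits no share under 0.1 can be reached, so that chance cannot be excluded by this count. Of the 4 splits that part the same-numbered mice as the real one does, the real one again had the most called genes, and the other 6 splits had at most 0. For the vasculature panel, 1 of 10 splits had a median as far from 0 in B-sa versus Con-sa, 10 in B+Con-FMT versus B-sa, 1 in B+A10-FMT versus B-sa and 1 in B+A10-FMT versus B+Con-FMT. In the same order, the splits numbered 3, 8, 2 and 2 for homeostasis, 5, 4, 1 and 2 for adhesion, 3, 8, 1 and 1 for defense, and 6, 3, 3 and 3 for the myeloid panel.

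Vascular genes could differ because the pieces of spleen held more or less capsule and smooth muscle. Across the 12 mice, the mean of 21 genes of fibroblasts and smooth muscle was not correlated with that of the vasculature panel (Pearson's r = 0.07, permutation p = 0.84, Spearman's rho = 0.03, p = 0.94, adjusted p = 0.84 and 0.94 over 3 relations). Without the 2 mice farthest from the median, r was -0.32, and within groups it was 0.52 (permutation p = 0.16). The share of stroma was therefore not seen to carry the difference between groups. The share of other cells, B cells among them, was not tested as its source.

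The length of genes could carry part of the changes. Across 12537 genes, which are not independent replicates, the log2 fold change was correlated with transcript length at a Spearman's rho of -0.27 in B-sa versus Con-sa, -0.03 in B+Con-FMT versus B-sa, 0.36 in B+A10-FMT versus B-sa, 0.35 in B+A10-FMT versus B+Con-FMT and 0.03 in B+A10-FMT versus Con-sa, and with GC content at -0.07, 0.23, 0.03, -0.17 and -0.08. Against genes of the same length, GC content and level, 3 of 10 panel medians of at least 0.1 fell under 0.1, and the vasculature panel did not (-0.14, 0.17 and 0.17). Differences in RNA integrity or in the fragments selected, and a true fall of long transcripts after busulfan, would both give such a trend, and the data cannot separate them. The panel of vascular genes is not fully explained by it, because it kept its direction and threshold when the trend was removed.

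Hbb-bs and Hbb-bt, the beta-globin genes of the single haplotype, were listed near 0 in 4 mice. Hbb-bs had an RPKM of 30.54, 17.27 and 9.2 in the 3 B-sa mice and 36.39 in 1 B+Con-FMT mouse, and between 4024.5 and 45902.01 in the 8 others. Fewer red cells in the spleen are not the reason, since erythroid genes other than globin were 0.296 higher in B-sa than in Con-sa, and the ratio of beta-globin to alpha-globin was between 0.69 and 0.78 in all 12 mice. Hbb-b1 was at 71433.62, 87641.58 and 79129.99 in the B-sa mice and at 35832.11, 15052.97 and 37779.55 in the Con-sa mice. An inherited beta-globin haplotype in an outbred stock is a candidate explanation. If whole mice differed by it, genes near the cluster on chromosome 7 might differ more often between B-sa and Con-sa. Of 134 genes within 10 Mb, 24 (17.9%) were called, against 1789 of 12398 elsewhere (14.4%; two-sided Fisher exact test, p = 0.27), a test that leaves the question open. Of the 134 genes, 2 were called with an absolute log2 fold change of at least 1, against 35 of the 12398. Trim30d, on chromosome 7 from 104470014 to 104507849, had an RPKM of 0.4, 0.54 and 0.27 in the B-sa mice and 0.2 in the B+Con-FMT mouse with Hbb-bs near 0, against 0.85 to 7.38 in the 8 others, which is what linked variants could give; this was looked at after the values were seen. The pattern cannot be told apart from an inherited haplotype, and the log2 fold change of Hbb-bs, -10.6 in B-sa versus Con-sa, is not read as an effect of busulfan.

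Genes of the kidney were highest in Con-sa, with Kap among them (log2 fold change -3.00 in B-sa versus Con-sa, adjusted p = 0.0104 in limma's test). The 5 genes noticed first had a median of -1.17 in B-sa versus Con-sa. If kidney tissue or kidney RNA had entered the libraries, kidney genes not looked at before would follow. Such genes numbered 29, of which only 3 passed the RPKM filter. The mean log2 over all 29 was low, at 0.846 in Con-sa, 0.557 in B-sa, 0.569 in B+Con-FMT and 0.473 in B+A10-FMT. Their mean was correlated with that of the 5 genes across the 12 mice at a Spearman's rho of 0.92 (permutation p = 4e-05, adjusted p = 0.00012 over 3 relations; Pearson's r = 0.91, p = 1e-05, adjusted p = 3e-05; 0.93 without the 2 mice farthest from the median; within groups 0.81, p = 0.0015). Kidney tissue or RNA in the spleen libraries is consistent with this, and an expression of these genes in the spleen itself under the treatment was not tested.

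Genes of natural killer cells were lower in B-sa than in Con-sa. The 17 genes of the complex on chromosome 6 had a median of -0.78, and inherited variants of this complex could lie behind it. The marker genes on other chromosomes also fell, by a median of -0.488 (0 of 11 genes higher), so that variants of the complex alone do not account for it, and this median was -4.7 times the widest gap between scaling factors. A loss of natural killer cells after busulfan is one hypothesis, found and tested on the same data. Gzma was lower by -1.67 (adjusted p = 0.00878).

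Proliferation genes were higher after busulfan: all 30 genes of the panel were higher in B-sa than in Con-sa (median 0.32). All 30 were lower than in B-sa both in B+Con-FMT (median -0.20) and in B+A10-FMT (median -0.16), so that the fall was not particular to A10-FMT. The directions were the same under both other scalings (0.36 and 0.32, -0.20 and -0.25, and -0.21 and -0.16). In B+A10-FMT versus B+Con-FMT the median was 0.034, and -0.016 under median-of-ratios scaling. Genes of red pulp macrophages had medians of 0.39 in B+A10-FMT versus B-sa and 0.48 in B+A10-FMT versus B+Con-FMT, and 17 of 18 were higher in each. The medians were 0.335 and 0.431 under median-of-ratios scaling and 0.393 and 0.538 with equal totals without globin. Genes of adipose tissue and mesothelium, which could come with the spleen, had a mean log2 of 2.886 in Con-sa, 3.163 in B-sa, 2.452 in B+Con-FMT and 2.367 in B+A10-FMT. Of 17 tested, 15 were lower in B+A10-FMT than in B-sa (median -0.73) and 15 in B+Con-FMT than in B-sa (median -0.65), and tissue taken along was not tested as the cause. The erythroid panel with the globin genes was at 8.034 in Con-sa and 7.467 in B-sa, although 21 of its 23 genes were higher in B-sa. B cell genes had a median of -0.31 in B-sa versus Con-sa, and T cell genes of 0.35 in B+Con-FMT versus B-sa. The 17 targets of p53 had a median of 0.010 in B-sa versus Con-sa, with 3 called higher and 0 lower. The mean log2 over all 18 listed targets was higher in every B-sa mouse (3.379 or more) than in every Con-sa mouse (3.336 or less), with group means of 3.295 in Con-sa, 3.411 in B-sa, 3.462 in B+Con-FMT and 3.472 in B+A10-FMT. Of the other genes the paper names, none of Trp53, Bcl2, Madcam1, Itgb1, Ccl21a, Ccr7, Cd27 and Ngfr was called in any of the comparisons with B-sa. Bcl2 had a log2 fold change of -0.24 in B-sa versus Con-sa (adjusted p = 0.0966), and Madcam1 of -0.46 in B+A10-FMT versus B+Con-FMT (adjusted p = 0.0743).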
